# Integrative transcriptomic-physiological analysis deciphers nitrogen-mediated carbon reallocation balancing growth and flavonoid metabolism in *Epimedium pubescens*

**DOI:** 10.3389/fpls.2025.1539445

**Published:** 2025-05-08

**Authors:** Shangnian Liu, Xiaojing An, Chaoqun Xu, Dongmei He, Xianen Li, Caixia Chen, Baolin Guo, De Xu, Juan Huang

**Keywords:** nitrogen, *Epimedium pubescens*, flavonoid, icariin, carbon-nitrogen metabolism

## Abstract

Nitrogen availability critically shapes medicinal plant quality by coordinating the “growth–secondary metabolism” trade-off, yet its regulatory mechanisms remain elusive in the non-model species *Epimedium pubescens*. Through physiological-transcriptomic integration under five nitrogen levels (0, 3.5, 7.5,15, 22.5 mM NO_3_^−^), we demonstrated that moderate nitrogen (MN: 7.5 mM NO_3_^−^) optimally balanced biomass accumulation (22%–53% higher than low nitrogen [LN: 0 mM NO_3_^−^] and high nitrogen [HN: 22.5 mM NO_3_^−^]) with maximal Icariin-type flavonoid production (19%–34% higher than LN/HN). Extreme nitrogen stresses (LN/HN) impaired photosynthetic efficiency (18%–20% reduction), disrupted carbon–nitrogen homeostasis, and restricted flavonoid biosynthesis by hindering carbon reallocation (soluble sugars reduced by 26%–27%, starch by 30%–43%). Time-series transcriptomics revealed distinct response dynamics: LN triggered active transcriptional reprogramming at mid-stage (36 days after treatment, DAT), whereas HN responses were delayed to late-stage (48 DAT). Weighted gene co-expression network analysis (WGCNA) identified the grey60 module as a hub coordinating carbon–nitrogen metabolism and mRNA processing. A tripartite regulatory network linking nitrogen-responsive genes (e.g., *EpF3H*, *UGT*), Icariin-type flavonoid/carbon metabolism (e.g., icariin, soluble sugars), and growth phenotypes (e.g., biomass, photosynthesis) elucidated how nitrogen optimizes the trade-off between medicinal quality and yield in *E. pubescens*. This study provides molecular targets for precision nitrogen management to enhance both medicinal quality and yield, while establishing an integrative framework combining physiological and transcriptomic analyses to investigate metabolic trade-offs in non-model plants.

## 1 Introduction

Nitrogen serves as the most critical macronutrient for plant growth and development, playing a fundamental role in synthesizing essential biomolecules including proteins, nucleic acids, and amino acids, while also participating in organic metabolites production and plant signaling pathways (Laursen, 2020). As a primary limiting factor for agricultural productivity, improper nitrogen availability significantly impairs carbon metabolism in plants (Hongbiao et al., 2008), ultimately compromising crop yield and quality (Hadj et al., 2010; Yao et al., 2019; Mu, 2021).

The photosynthetic machinery, being the initial stage of plant carbon metabolism, exhibits particular sensitivity to nitrogen availability (Hohmann-Marriott and Blankenship, 2011; Bracher et al., 2017). Nitrogen deficiency induces chlorophyll degradation and protein breakdown in foliar tissues (Havé et al., 2017; Wen et al., 2022), thereby disrupting photosynthesis efficiency. In *Panax notoginseng.* Both high and low nitrogen levels concentrations suppress carbon metabolism through distinct mechanisms: elevated nitrogen downregulates carbon assimilation genes and reduces Rubisco activity, while nitrogen limitation decreases expression of Calvin cycle enzymes and light-harvesting complex proteins (Zhang et al., 2020).

However, to prevent yield decline due to nitrogen (N) deficiency, excessive nitrogen fertilization has become prevalent in agricultural practice. Excessive nitrogen application can inhibit root elongation and reduce nitrogen use efficiency (NUE) in plants (Wang et al., 2010), disrupting their carbon-nitrogen metabolic balance and consequently impairing both yield and quality. For instance, rice cultivation frequently demonstrates compromised grain quality and reduced productivity under excessive nitrogen application (Dechorgnat et al., 2011; Gutierrez, 2012). Furthermore, excessive nitrogen fertilizer can lead to an increase in pests and diseases (Chen et al., 2008), destabilize soil ecosystems, and exacerbate production costs while contributing to environmental pollution through nitrate leaching and nitrous oxide emissions (Yin et al., 2007; Shaobing et al., 2010). Consequently, elucidating plant responses to differential nitrogen availability, developing N-efficient cultivars, and optimizing nitrogen management strategies for enhanced utilization efficiency constitute critical research priorities in sustainable crop production.

*Epimedium pubescens* Maxim. (*E. pubescens*), a perennial herb in the genus *Epimedium* in the Berberidaceae family, is valued for its foliage utilized as the traditional Chinese medicine (TCM) “Yin Yang Huo”. It possesses the efficacies of nourishing kidney yang, strengthening bones and muscles, and dispelling rheumatism and dampness (Ma et al., 2011), maintaining an irreplaceable status in TCM formulations. The leaf-derived icariin-type flavonoids (prenylated flavonol glycosides from *Epimedium* spp.) exhibit diverse pharmacological activities such as immunomodulation, sexual function enhancement, antioxidant properties, and cardiovascular protection (Wu et al., 2003; Ma et al., 2011), thus demonstrating promising application potential in modern TCM and healthcare product development. Current natural populations of *E. pubescens* remain limited and insufficient to meet growing market demand. Consequently, artificial cultivation has become essential for resolving supply-demand disparities and ensuring sustainable resource utilization. Within cultivation systems, nitrogen fertilization serves as a critical management practice for optimizing both biomass production and secondary metabolite accumulation.

Flavonoids, as a predominant class of plant secondary metabolites, playing a pivotal role in plant adaptation to biotic and abiotic stresses, including nutrient deprivation, thermal fluctuations, and environmental perturbations (Lillo et al., 2008; Kumar and Pandey, 2013; Li et al., 2023). Nitrogen availability profoundly modulates flavonoid biosynthesis by regulating the allocation of carbon skeletons and energy substrates between primary and secondary metabolic pathways. Elevated nitrogen levels in tea plants (cv. Longjing43) enhance free amino acids and organic acids in roots and mature leaves, concomitant with a marked reduction in soluble sugar and flavonoid content in young shoots, indicative of carbon flux redirection towards nitrogen assimilation at the expense of phenylpropanoid metabolism (Liu et al., 2021b). Similarly, this trade-off is corroborated in Capsicum annuum, where increased nitrogen application inversely correlates with fruit flavonoid content (Zhang et al., 2024). In *Epimedium pseudowushanense* (*E. pseudowushanense*), optimal nitrogen supply(7–13 mM) maximizes biomass production and icariin flavonoid accumulation, whereas nitrogen limitation severely suppresses photosynthetic capacity (chlorophyll content, Pn) and flavonoid synthesis (Zhang et al., 2017). Nevertheless, the mechanistic interplay between nitrogen levels, carbon-nitrogen metabolic crosstalk, and icariin-type flavonoid accumulation in *E. pubescens* remains elusive. Based on previous research reports, we hypothesize that under nitrogen deficiency and excess stress conditions, nitrogen availability governs carbon partitioning in *E. pubescens* through metabolic reprogramming, thereby coordinating plant growth-defense trade-offs and icariin-type flavonoid biosynthesis.

To test this hypothesis, we quantified growth parameters, primary carbon metabolites (soluble sugars, starch), nitrogen status (total N), and icariin flavonoid compounds in *E. pubescens* leaves under differential nitrogen regimes. Integrating genomic resources (Shen et al., 2022) and developmental transcriptome data of icariin flavonoid biosynthesis (Xu et al., 2023), we performed comparative transcriptomics to delineate nitrogen-responsive regulatory networks. Through weighted gene co-expression network analysis (WGCNA), we constructed a stress-responsive core gene regulatory framework orchestrating carbon-nitrogen metabolic crosstalk and icariin-type flavonoid biosynthesis under nitrogen deficiency and excess stress conditions, identifying pivotal hub genes and thresholds for stress adaptation. These findings establish a theoretical foundation for precision nitrogen management in stress-resilient *E. pubescens* cultivation, development of nitrogen-deficiency/excess-tolerant genotypes, and targeted genetic enhancement of medicinal compound production under fluctuating nitrogen environments.

## 2 Materials and methods

### 2.1 Plant material and experimental design

In October 2022, one-year-old healthy homogeneous seedlings of *Epimedium pubescens* Maxim. (Berberidaceae) exhibiting comparable developmental stages (5–7 simple leaves and 1–3 trifoliate leaves) were acquired from commercial cultivation bases in Dazhou City, Sichuan Province (31°28′19.90″N, 107°39′8.37″E). Taxonomic authentication was performed by Prof. Baolin Guo (Institute of Medicinal Plant Development, Chinese Academy of Medical Sciences) with voucher specimens (B.L.Guo 0711-3) deposited in the Herbarium of the same institution (Liu et al., 2024).

Seedlings were transplanted into 25 cm × 30 cm cultivation pots containing a 3:2 (v/v) substrate mixture of river sand and horticultural perlite (3:2), then acclimatized in a controlled-environment greenhouse under 14/10 h photoperiod (2000 luX illumination), 22 ± 2°C ambient temperature, and 60-80% relative humidity. Following 20-day pre-cultivation with 12.5% Hoagland nutrient solution (1.82 mM NO_3_^-^; pH 6.5), seedlings demonstrating successful root regeneration and stable growth were selected for nitrogen treatments. Five nitrate concentration gradients were established: LN (Low Nitrogen, 0 mM NO_3_^-^), LM (Low to Medium Nitrogen, 3.75 mM NO_3_^-^), MN (Medium Nitrogen, 7.5 mM NO_3_^-^), MH (Medium to High Nitrogen, 15 mM NO_3_^-^) and HN (High Nitrogen, 22.5 mM NO_3_^-^). Nutrient solutions were formulated using KNO_3_ and Ca (NO_3_)_2_ as primary nitrogen sources, supplemented with NaNO_3_ for target nitrate adjustments. Ionic balance was maintained through compensatory additions of CaCl_2_ and K_2_SO_4_, with micronutrient concentrations standardized as: 2.86 μM H_3_BO_3_, 1.81 μM MnCl_2_, 0.22 μM ZnSO_4_, 0.08 μM CuSO_4_, 0.02 μM H_2_MoO_4_, and 0.02 mM Fe-EDTA (full composition in **Supplementary Table S1**). The pH of the nutrient solution was adjusted to 6.5. Each plant received 200 mL of nutrient solution per irrigation event, a volume determined to saturate the substrate and ensure complete root immersion, which was administered at 10-day intervals.

Each treatment involved 36 seedlings. Fresh leaves from plants under different treatments were collected at three developmental time points (24, 36, and 48 days after treatment initiation, DAT), rapidly frozen in liquid nitrogen, and then stored at -80°C to maintain RNA quality for transcriptome profiling.

At 48 DAT, plants in the LN (0 mM NO_3_^-^) and HN (22.5 mM NO_3_^-^) treatments showed obvious symptoms of damage: chlorosis (LN) in older leaves vs. necrosis (HN) in older leaves. Subsequently, all treated plants underwent final phenotyping followed by destructive sampling at this stage.

### 2.2 Photosynthetic properties

Photosynthetic parameters were measured using a LI-6400 Portable Photosynthesis System (LI-COR, USA) on mature leaves at the same leaf position (the second compound leaf counted from the rootstock apex) of plants between 8:00-11:00 AM at 48 DAT. Concurrently, SPAD values (relative chlorophyll content) of the same leaves were quantified with an SPAD-502 Chlorophyll Meter (Konica Minolta Inc., Japan) employing 650/940 nm dual-wavelength detection.

### 2.3 Sample collection

Leaf samples were collected at 24, 36, and 48 DAT from different treated plants were collected (3 replicates per treatment) and immediately frozen in liquid nitrogen, then stored at -80°C for future testing. By 48 DAT plants from the LN and HN treatments exhibited significant symptoms of damage. Subsequently, all treated plants underwent systematic processing: biometric measurement, organ separation (roots, rhizomes, stems, leaves), and desiccation at 45°C until constant weight (3 replicates per treatment). ​​The total dry weight of all leaves harvested from a single plant was used as the leaf dry weight for that plant sample, and the dry weights of roots, rhizomes, stems, and other parts were similarly determined.

### 2.4 Detection of nitrogen content

Weigh 0.5 g of dried and constant-weight *E. pubescens* leaf powder, transfer it into a digestion tube, digest it using sulfuric acid-hydrogen peroxide, and then determine the total nitrogen content by the Nash colorimetric method (Bremner, 1960).

### 2.5 Detection of soluble sugar and starch content

Dried leaf powder of *E. pubescens* (50.0 mg, constant weight) was weighed into a 10 mL centrifuge tube. 80% ethanol (4.0 mL) was added, and the mixture was sealed and incubated in an 80°C water bath for 30 minutes (duplicate extraction). After centrifugation at 3000 rpm for 5 minutes, the supernatant was collected, mixed with 10 mg activated charcoal, and decolorized at 80°C for 15 min. The solution was then diluted to 25 mL with distilled water, filtered, and used as the test solution for soluble sugar content.

The residue was air-dried and transferred toa 25 mL centrifuge tube. Distilled water (15mL) was added, followed by incubation in a boiling water bath for 15 min. Subsequently,2 mL of 9.2 mol/L perchloric acid solution was added, and the mixture was boiled for another 15 min. After cooling to room temperature, the volume was adjusted to 25 mL with distilled water to obtain the starch test solution.

For quantification, 0.2 mL of the test solution was mixed with 6 mL of anthrone reagent, vortexed thoroughly, and immediately heated at 95°C 15 min. The absorbance was measured at 620 nm after natural cooling. Soluble sugar and starch contents were calculated using a pre-established standard curve:

Calibration curve: (Y = 0.0017X + 0.0075, R^2^ = 0.9993), where X = glucose concentration (μg/mL), Y = absorbance, with a linear range of 40–500 μg/mL.

### 2.6 Detection of Icariin-type flavonoids content

The content of Icariin-type flavonoids in *E. pubescens* leaves was determined by UPLC method (Xu et al., 2023). Briefly, 100 mg of dried leaf powder was subjected to ultrasonic extraction with 10 mL of 50% ethanol for 30 minutes, and then filtered through a 0.22 μm filter membrane. Chromatographic analysis was performed using an ACQUITYTM Ultra-Performance Liquid Chromatography (UPLC) system (Waters Corporation, USA) equipped with an ACQUITY UPLC BEH C18 column (2.1 mm × 100 mm, 1.7 μm). The mobile phase consisted of solvent A (water) and solvent B (acetonitrile). The gradient elution program was set as follows: 0 min, 79% A; 6 min, 71% A; 12 min, 56% A; 17 min, 5% A. Detection was performed at a wavelength of 270 nm, under which the retention times of the Icariin-type flavonoids were observed as follows: Epimedin A: 5.45 min, Epimedin B: 5.75 min, Epimedin C: 6.10 min, and Icariin: 6.40 min (**Supplementary Figure S1**).

### 2.7 Transcriptome analysis

Total RNA extraction from plant leaves was performed using the RNAprep Pure Polysaccharide/Polyphenol Plant Total RNA Extraction Kit (QIAGEN, Germany). The quality and integrity of the RNA were assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, USA). All samples met RNA integrity criteria (RIN >7) with total RNA quantities ≥400 ng. For RNA sequencing (RNA-seq) library preparation, three biological replicates were sequenced for each sample using the Illumina NovaSeq 6000 sequencing platform (Illumina, USA). Gene expression levels were normalized using Fragments Per Kilobase Million (FPKM) to control for sequencing depth and transcript length.

HISAT2 v2.0.5 was employed to align the sequencing data to the reference genome (*E. pubescens* (Shen et al., 2022), and Stringtie 1.3.3b (Pertea et al., 2015) was used to identify known gene transcripts and predict novel gene transcripts. Differential gene expression between treatments was compared using the DESeq2 software (1.20.0). The resulting P-values were adjusted using the Benjamini & Hochberg method to control the false discovery rate, and genes with a *p*-adj < 0.05 and |log_2_FC| ≥ 1 were considered as differentially expressed genes (DEGs). The clusterProfiler (3.8.1) software was employed to conduct GO and KEGG enrichment analysis on the DEGs.

### 2.8 Real-time quantitative PCR validation

The extracted RNA was reverse transcribed into cDNA using an M-MLV Reverse Transcriptase Kit (Zoman Biotech, Beijing, China) following this protocol: 1 μg total RNA was mixed with 5 μL 4×RT Mix and ddH_2_O to a final volume of 20 μL. After gentle vertexing, the reaction was incubated at 45°C for 15 min followed by 85°C for 5 min to inactivate the enzyme. The synthesized cDNA was diluted 10-fold for subsequent analysis. Ten candidate genes involved in flavonoid biosynthesis, selected from S3-stage differential genes, were validated, with *β-Actin-1* serving as the internal reference gene. The details of the selected genes and their primer sequences are provided in **Supplementary Table S2**.

Quantitative PCR was performed using 2×HQ SYBR qPCR Mix (Without Rox; Zoman Biotech) with the following reaction system: 1 μL diluted cDNA, 0.4 μL forward primer (10 μM), 0.4 μL reverse primer (10 μM), and 10 μL qPCR Mix in a total volume of 20 μL. Three technical replicates per gene and three biological replicates per treatment were analyzed. Each gene was subjected to three technical replicates, and each treatment sample was replicated biologically three times. Gene expression was quantified via the 2^−ΔΔCt^ method to validate transcriptome reliability. Complete thermal cycling conditions are described in **Supplementary Table S3**.

### 2.9 Statistical analysis

Each experiment was conducted using a completely randomized design with three replicates, and the data were analyzed using the statistical software SPSS 26.0. One-Way ANOVA was employed to analyze the differences among different treatments at a significance level of *p* < 0.05.

## 3 Result

### 3.1 Plant growth and development

Growth indicators of *E. pubescens* varied under different nitrogen treatment levels (**Figure 1**). Older leaves at the plant base displayed distinct nitrogen-related visual changes: LN-treated plants developed pale green coloration (chlorosis), whereas MH/HN treatments triggered leaf midrib yellowing and edge-to-base browning. Notably, plants under MN treatment (7.5 mM NO_3_^−^) retained normal dark green leaves without visible stress symptoms, suggesting ideal nitrogen supply (**Figure 1A**).

**Figure 1:**
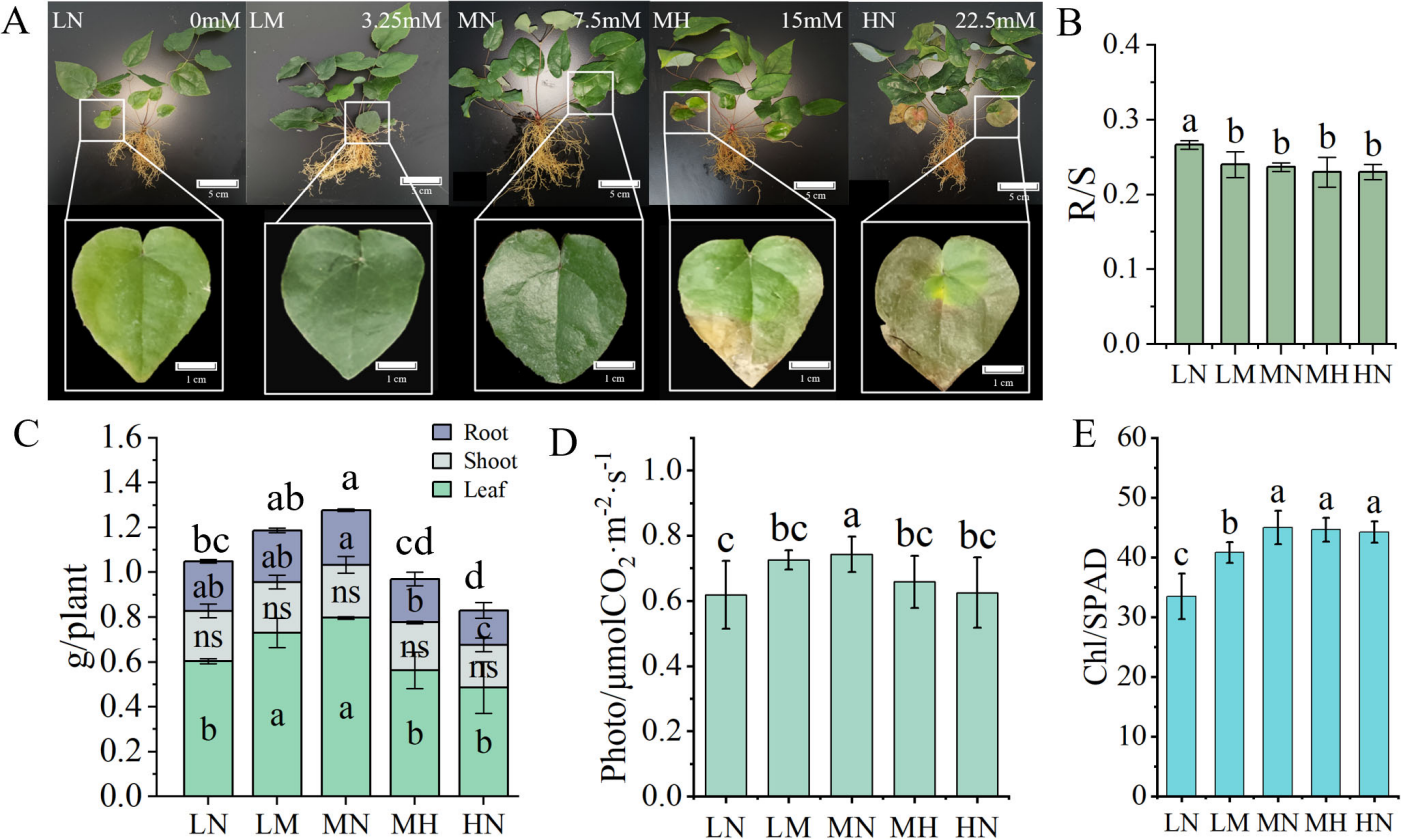
Differences in growth appearance and indicators of *E. pubescens* among different nitrogen treatment levels at the S3 stage (48 DAT). **(A)** Morphological characteristics and performance parameters of older leaves at the plant base in *E*. *pubescens* were assessed at the S3 stage (48 DAT) under varying nitrogen levels; **(B, C)** Root-to-shoot (R/S) ratio(B), and dry weight (g) of plant different parts (leaves, stems, roots), and total plant biomass (g) **(C)** of *E*. *pubescens* under different nitrogen treatment levels; **(D, E)** Photosynthetic indices including photosynthetic rate (μmol CO_2_·m^-2^·s^-1^) **(D)** and relative chlorophyll content (SPAD) **(E)**. Different lowercase letters indicate significant differences between treatments; the letters above the bars in **(C)** represent differences in total plant biomass (One-Way ANOVA, n = 3, *p* < 0.05).

Organ-specific biomass partitioning in *E. pubescens* was quantified under different nitrogen level treatments, with whole-plant measurements encompassing leaves, roots, and stems (**Figure 1C**). Whole-plant leaf dry weight (LDW) varied significantly among nitrogen treatments: LN (24% reduction, 0 mM NO_3_^−^), MH (29% reduction, 15 mM NO_3_^−^) and HN (39% reduction, 22.5 mM NO_3_^−^) treatments exhibited significantly lower leaf dry weight compared to the MN treatment (*p* < 0.05). Root biomass exhibited particular sensitivity to excess nitrogen, with HN plants producing 30% less root mass than MN (*p* < 0.05). Among the treatment levels, there were no significant differences in stem dry weight. However, significant variations in total plant dry weight were observed, with the MN treatment exhibiting the highest total plant dry weight (increase 22% vs. LN, increase 54% vs. HN, *p* < 0.05), followed by the LN treatment, and the HN treatment showing the lowest. These results indicate that moderate nitrogen levels (MN) optimize biomass accumulation in *E. pubescens*, while both nitrogen deficiency (LN) and excess (MH/HN) reduce total plant productivity, with the strongest suppression observed in leaf biomass.

To gain a deeper understanding of how varying nitrogen levels impact the aboveground-to-belowground biomass allocation in *E. pubescens*, we calculated and compared the R/S ratios (root-to-shoot ratio, calculated as belowground biomass divided by aboveground biomass) across different treatment levels (**Figure 1B**). Notably, the R/S ratio in the LN treatment was significantly higher than that in the other treatment levels, suggesting that under nitrogen deficiency, the plants allocated a greater proportion of carbon to their root systems. This enhanced root growth led to increased biomass accumulation, ultimately elevating the root-to-shoot ratio (indicating higher belowground investment). This phenomenon could be interpreted as an adaptive response of *E. pubescens* to nitrogen deficiency stress, whereby increased root growth facilitates nitrogen uptake. Conversely, excessive nitrogen stress (HN) significantly inhibited root growth (30% reduction vs. MN, *p* < 0.05, **Figure 1C**). These findings further elucidate the growth performance of *E. pubescens* in adapting to different nitrogen levels, emphasizing that an optimal nitrogen level (MN) is conducive to the growth and rational biomass allocation of *E. pubescens*.

Different nitrogen levels significantly affected the photosynthetic characteristics of *E. pubescens* leaves (**Figures 1D, E**). The photosynthetic rate under MN (0.74 ± 0.05 μmol CO_2_·m^-2^·s^-1^) was significantly higher than other levels (20% increase vs. LN, 18% increase vs. HN, *p* < 0.05, **Figure 1D**). Chlorophyll content peaked under MN, showing no significant difference from MH and HN but was markedly higher than LN and LM (**Figure 1E**). The photosynthetic rate under MN was significantly higher than other treatment levels. Chlorophyll content peaked under MN, showing no significant difference from the MH and HN, but was markedly higher than in the LN and LM. The LN treatment exhibits the lowest chlorophyll content, which is significantly lower than that in the other treatment levels. These results indicates that moderate nitrogen addition promotes plant photosynthesis and chlorophyll synthesis, whereas excessive nitrogen (beyond a threshold) inhibits photosynthesis and reduces chlorophyll synthesis efficiency. This trend align with plant biomass distribution patterns, confirming that that photosynthetic capacity is closely linked to plant biomass accumulation. Thus, optimizing nitrogen levels is critical for enhancing photosynthetic performance and biomass production.

### 3.2 Nitrogen content, carbon metabolites and icariin-type flavonoids in leaves

There exists a close interaction between nitrogen metabolism and carbon metabolism in plants, which synergistically regulate the growth, development, and metabolism of plants. To further understand the effects of different nitrogen levels on the carbon and nitrogen metabolism of plants, this study measured the nitrogen content and main carbohydrate components in leaves (**Figure 2A**). The results for nitrogen content indicate that the LN and LM have the lowest nitrogen levels in their leaves, significantly lower than that of the MN. In contrast, the MH and HN exhibit significantly higher nitrogen content in their leaves compared to the MN, but there is no significant difference existed between the MH and HN. In fact, the nitrogen content in the leaves of the HN treatment shows a slight decline. These findings indicate that nitrogen deficiency reduces the nitrogen content in leaves, while nitrogen application significantly increases it; however, excessive nitrogen application yielded diminishing returns on nitrogen accumulation.

**Figure 2:**
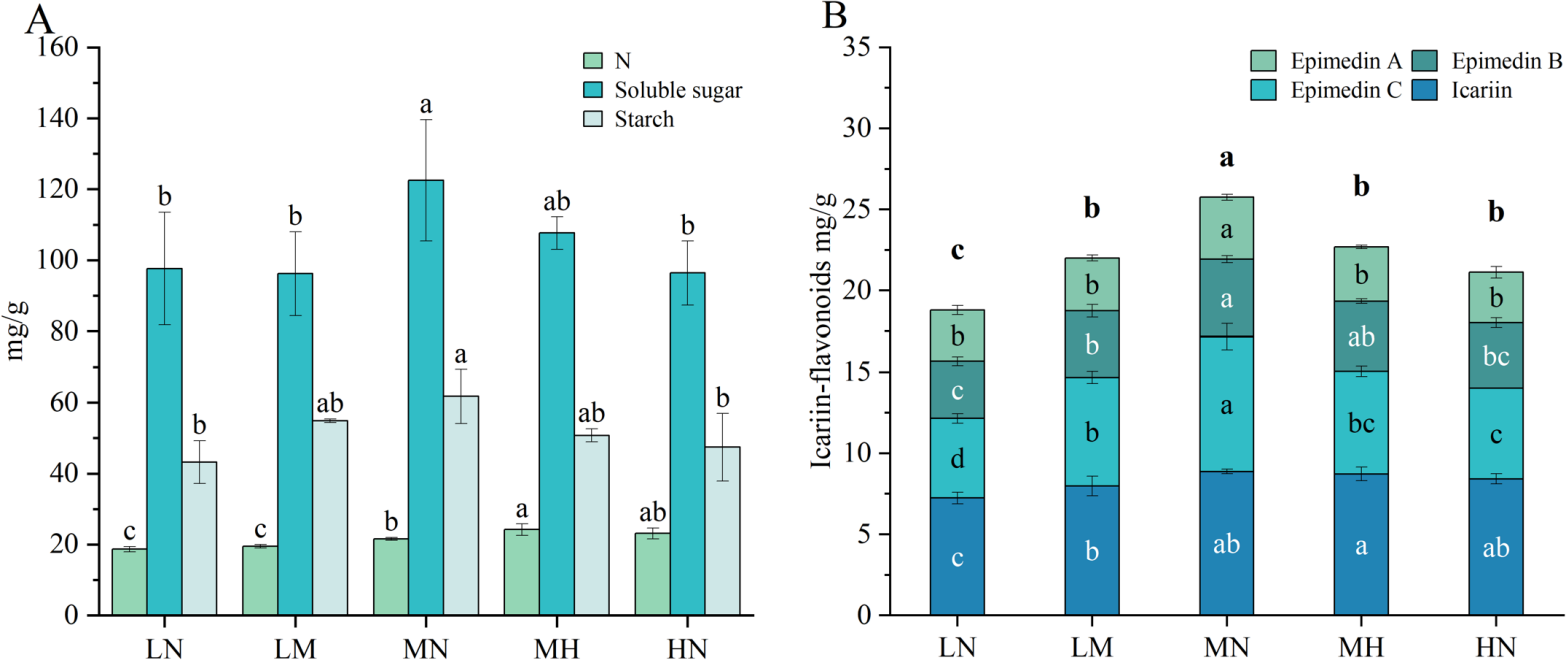
Metabolite and nitrogen concentrations in the leaves of *E*. *pubescens* at the S3 stage (48 DAT) were assessed under different nitrogen levels of treatment. **(A)** Soluble sugar, starch, and nitrogen content (mg/g) in the leaves of *E*. *pubescens* under different nitrogen levels; **(B)** The content of Icariin-type flavonoids in the leaves of *E. pubescens* under different nitrogen levels of treatment. Different lowercase letters represent significant differences between treatments (n = 3, *p* < 0.05); the letters above the bars in **(B)** represent differences in total flavonoid content (Sum of the contents of Epimedin A, Epimedin B, Epimedin C, and Icariin).

Calculations and comparisons of the nitrogen use efficiency (NUE) of leaves, using the formula NUE_bala_ = nitrogen uptake after application/total nitrogen applied (Quan et al., 2021). The results showed that NUE_LM_ was 1.64 times that of NUE_MN_, 4.17 times that of NUE_MH_, and 7.58 times that of NUE_HN_, NUE_MN_ was 4.62 times that of NUE_HN_ (NUE for LN was excluded due to zero nitrogen input). Our findings clearly demonstrate that NUE decreases with increasing nitrogen application rates, with the most pronounced decline observed in the high nitrogen treatments (MH and HN). This indicates that excessive nitrogen supply markedly reduces nitrogen use efficiency in *E. pubescens*.

In terms of carbon metabolism, soluble sugars and starch, as key products of this process, show content changes closely linked to photosynthesis efficiency. Both components peaked under MN (soluble sugars: 122.54 ± 17.11 mg/g, starch: 61.77 ± 7.62 mg/g), significantly exceeding levels in other treatments (soluble sugars: 26% increase vs. LN, 27% increase vs. HN; starch: 43% increase vs. LN, 30% increase vs. HN, *p* < 0.05, **Figure 2A**). This finding underscores the profound impact of nitrogen supply on plant carbon metabolism. Moderate nitrogen stimulates carbon metabolism, enhancing accumulation of key products like soluble sugars and starch, whereas nitrogen deficiency or excess disrupts these processes, impairing plant growth and productivity.

The content of Icariin-type flavonoids (main active component) in *E. pubescens* leaves varied significantly across nitrogen levels. Total flavonoids and individual compounds (Epimedin A, Epimedin B, Epimedin C, Icariin) and in *E. pubescens* leaves peaked under MN treatment. Except for Icariin and Epimedin B, whose contents showed no significant difference between MN and HN treatments, all components in MN were significantly higher than other treatments. Conversely, LN had the lowest content of all compounds, with Icariin, Epimedin B, and Total flavonoids significantly reduced compared to other levels (**Figure 2B**). These results indicate that optimal nitrogen levels promotes Icariin-type flavonoid accumulation in leave (Total flavonoids: 24.98 ± 0.80 mg/g, 34% increase vs. LN, 19% increase vs. HN, *p* < 0.05, **Figure 2B**), while nitrogen deficiency and excess significantly inhibit this process, with deficiency showing stronger suppression. This underscores the crucial role of appropriate nitrogen supply in Icariin-type flavonoid synthesis in *E. pubescens* leaves.

### 3.3 Differential expressed genes and functional enrichment in leaves

The appearance, biomass, and metabolite content of plants showed obvious differences in different nitrogen levels. LN (nitrogen deficiency), MN (nitrogen suitability), and HN treatment (nitrogen excess) were selected as three representatives of different nitrogen levels, and transcriptome analysis was carried out to reveal the internal mechanism of different nitrogen levels regulating plant growth and metabolism. Transcriptome sequencing results of the LN, MN, and HN treatments during the S1-S3 stages (24–48 DAT) ultimately yielded a total of 1,244,447,328 clean reads, representing 186.67G of clean data. 

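Leaf RNA was sequenced from plants of the LN, MN and HN treatments, which received 0, 7.5 and 22.5 mM NO3-, at 24, 36 and 48 DAT (S1, S2 and S3). Each of the 9 combinations of treatment and stage had 3 libraries, replicates A, B and C, which gave 27 libraries. The authors aligned the reads to the E. pubescens reference genome with HISAT2 and assembled further genes with StringTie. The tool that counted reads on genes, its use of strand, the annotation version and the name of the genome build are not given in the sources used here. The deposited values are a raw count and an FPKM for each of 58645 genes in each library. Of these genes, 44722 belong to the published annotation, 13923 come from the authors' assembly, and 14115 had no count in any library. The deposited FPKM is the count over the gene length, times a factor per library that equals the reciprocal of DESeq2's size factor, rescaled, to within rounding. The paper's depth is the number of clean reads before alignment, whereas the counts on genes sum to 418531418 over the 27 libraries, and the values reported here use those counts. Whether a read pair was counted once is not given in the sources used here. Total counts per library ranged from 13609959 to 18482851, with a median of 15390848. The median total at S1 was 15259325 under LN, 14895443 under MN and 14894121 under HN. At S2 the corresponding totals were 15418653, 15423982 and 14792261, and at S3 they were 15963095, 16129165 and 15475583. The 10 genes with the highest counts held 5.33% to 10.6% of a library's counts. On TMM-normalized log2 CPM, the first principal component held 17.0% of the variance, of which 49.0% lay between stages and 14.0% between treatments.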

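Each comparison was fitted on the 6 libraries of its groups with edgeR's quasi-likelihood test, with TMM normalization and edgeR's filter on low counts. Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1 were called DEGs, and DESeq2, the paper's tool, was run as the first alternative. The biological coefficient of variation between replicates that edgeR fitted was 0.541 for LN vs MN at S1, 0.547 at S2 and 0.656 at S3, and 0.572, 0.520 and 0.545 for HN vs MN. On counts simulated for LN vs MN at S1, in which 200 of the 21777 tested genes changed 8-fold, edgeR called 116 genes, of which 108 had been changed and 8 had not. DESeq2 called 281 genes on those counts, of which 164 had been changed and 117 had not. For HN vs MN at S3, edgeR called 83 genes, 7 of them unchanged, and DESeq2 called 255 genes, 104 of them unchanged. Both sets of counts were drawn with dispersions that edgeR had fitted gene by gene, so they do not give either tool's share of unchanged genes in general. With a small dispersion common to all genes, 6 of DESeq2's 204 genes and 7 of edgeR's 205 were unchanged for LN vs MN at S1. For HN vs MN at S3 these were 6 of 206 and 12 of 211. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1. The replicates were not evenly spaced. In 7 of the 9 groups, a pair of replicates varied less between its members (coefficient of variation between 0.156 and 0.402) than any of the 324 pairs of libraries from different groups, whose lowest value was 0.500. The other 20 pairs within groups varied by 0.575 to 0.855. The close pairs were A and B of LN S1, LN S2 and HN S3, and B and C of MN S1, MN S2, HN S1 and HN S2, while LN S3 and MN S3 had none. Neither the paper nor the labels give a sequencing batch or say that the replicate letters mark a block, and deviations from the group means correlated with a mean of 0.0239 between libraries of one letter (-0.26 to 0.282) and of -0.0118 between libraries of different letters (-0.292 to 0.374).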

The average Q20 quality score was 97.99%, the average Q30 quality score was 94.37%, and the average GC content was 44.92%. Alignment of the clean data from each sample with the *E. pubescens* reference genome achieved a robust alignment rate ranging from 84.01% to 89.11%.

Comparisons were made among the transcriptome sequencing results of leaves at S1, S2, and S3 stages under different treatments. Compared with the MN treatment, the LN treatment showed 391 upregulated differentially expressed genes (DEGs) and 367 downregulated DEGs at the S1 stage; 633 upregulated DEGs and 465 downregulated DEGs at the S2 stage; and a significant reduction in the number of DEGs at the S3 stage, with more downregulated DEGs observed, specifically 84 upregulated and 129 downregulated DEGs. In contrast, the HN treatment had 490 upregulated DEGs and 479 downregulated DEGs at the S1 stage; 1029 upregulated and 765 downregulated DEGs at the S2 stage; and a notable increase in the number of DEGs at the S3 stage, with 1374 upregulated and 845 downregulated DEGs (**Figure 3**).

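For LN vs MN at S1, edgeR called 2 of the 21777 tested genes, both higher under LN. It called 0 of 21923 genes at S2 and 0 of 22048 at S3, where the smallest adjusted p was 0.0637 and 0.631. At an unadjusted p under 0.05 there were 1882 genes at S1, 2908 at S2 and 1035 at S3, which are 8.64%, 13.3% and 4.69% of those tested. DESeq2 moved these counts most, with 391 genes higher and 367 lower at S1, 630 and 465 at S2, and 84 and 129 at S3. Of these genes 579, 848 and 166 passed edgeR's filter on low counts, and all of them had an unadjusted edgeR p under 0.05 and the same direction. One group had no count at all in 196 of DESeq2's genes at S1, 281 at S2 and 63 at S3. Leaving out 1 library at a time, edgeR's count at S1 was 0 without LN S1 replicates A or B or MN S1 replicates B or C, 20 without LN S1 replicate C and 7 without MN S1 replicate A. At S2 it rose to 127 without MN S2 replicate A, and at S3 it stayed at 0 whichever library was left out. Left-out libraries were also tried with DESeq2, an alternative chosen after seeing the data. Its total of 758 at S1 became 478 without LN S1 replicate A, 1412 without LN S1 replicate C, 1242 without MN S1 replicate A and 407 without MN S1 replicate B. Its 1095 genes at S2 became 726 without LN S2 replicate A, 657 without LN S2 replicate B, 2593 without MN S2 replicate A and 690 without MN S2 replicate C. At S3, 213 genes became 568 without LN S3 replicate A, 409 without LN S3 replicate B and 528 without MN S3 replicate A.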

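The gene with the smallest p for LN vs MN at S1 lies on chromosome 1 from 210050004 to 210112164, comes from the authors' assembly, and has a furostanol glycoside 26-O-beta-glucosidase as its Swiss-Prot match. Its FPKM was 11.3 ± 1.42 (SD, n = 3) under LN, while the MN replicates had 0, 0 and 1 counts. The log2 fold change was 10.42 (SE 0.58, adjusted p = 0.0114 by edgeR), a fitted value that depends on the prior count. Each SE beside an edgeR fold change is the absolute log2 fold change over the square root of the test's F. With MN counts near 0, it does not give the precision of this fold change. The adjusted p ranged from 1.09e-14 to 0.307 over the alternatives, and the gene was not called by edgeR without LN S1 replicates A or B or MN S1 replicates B or C. The other called gene, Ebr05G034660, chosen after its values were seen, has the regulator of nonsense transcripts UPF3 as its match and a log2 fold change of 6.96 (SE 0.53, adjusted p = 0.0446 by edgeR).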

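For HN vs MN, edgeR called 11 genes higher and 13 lower of 21604 at S1, 1 higher and 3 lower of 22271 at S2, and 0 of 22601 at S3, where the smallest adjusted p was 0.0603. The genes with an unadjusted p under 0.05 numbered 2011 at S1 (9.31%), 4092 at S2 (18.4%) and 4583 at S3 (20.3%). By DESeq2, 491 genes were higher and 483 lower at S1, 1014 and 750 at S2, and 1372 and 843 at S3. Of those, 741, 1414 and 1867 passed edgeR's filter, and 741, 1413 and 1865 had an unadjusted edgeR p under 0.05. Leaving out 1 library moved edgeR's 24 genes at S1 to 434 without HN S1 replicate A, 6 without HN S1 replicate B, 3 without HN S1 replicate C, 2 without MN S1 replicate A and 0 without MN S1 replicates B or C. Its 4 genes at S2 became 640 without MN S2 replicate A and 0 without any other single library. At S3 it called 202 genes without HN S3 replicate C and 289 without MN S3 replicate B. DESeq2's 974 genes at S1 became 2191 without HN S1 replicate A, 593 without HN S1 replicate B, 505 without HN S1 replicate C and 468 without MN S1 replicate B. At S2 its 1764 genes became 863 without HN S2 replicate B and 2888 without MN S2 replicate A. At S3 its 2215 genes became 694 without HN S3 replicate A, 638 without HN S3 replicate B and 4179 without HN S3 replicate C.

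**Figure D1:**
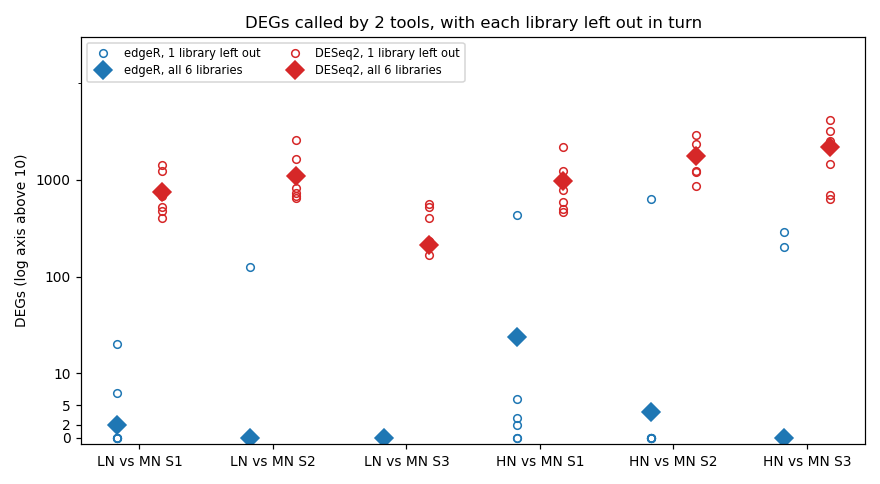
Number of DEGs (vertical axis, linear up to 10 and logarithmic above) for LN vs MN and HN vs MN at S1, S2 and S3 by edgeR (blue) and DESeq2 (red). Diamonds show all 6 libraries and open circles each fit with 1 library left out; for HN vs MN at S3, edgeR gave 0 to 289 and DESeq2 638 to 4179.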

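Among the genes called by edgeR for HN vs MN at S1, Ebr02G057750 (chromosome 2, 488745997 to 488747230, matching aquaporin TIP4-4 of maize) had an FPKM of 174 ± 74.0 (SD, n = 3) under HN and 1.22 ± 0.218 under MN. Its log2 fold change was 7.12 (SE 0.46, adjusted p = 0.0103 by edgeR, 8.95e-51 to 0.212 over the alternatives), and the call was lost without any 1 of the MN S1 replicates. A gene of the authors' assembly on chromosome 6 (384405554 to 384414698, zinc finger BED domain match) had 684, 1132 and 1165 counts in the MN S1 replicates and 0 in every HN S1 replicate, at least 319-fold lower against a floor of 3 counts per library. Its adjusted p by edgeR was 0.0103 (2.66e-19 to 0.311 over the alternatives), and leaving out any MN S1 replicate removed the call. At S2, Ebr05G017680 (chromosome 5, 126477926 to 126542228, without a description) had 484, 842 and 741 counts under HN and 3, 1 and 2 under MN. That is a log2 fold change of 8.14 (SE 0.45, adjusted p = 0.026 by edgeR, 2.19e-26 to 0.19 over the alternatives). Ebr04G044120 (chromosome 4, 347887657 to 347888448, matching chlorophyll a-b binding protein 21 of tobacco) had the smallest p among the lower genes at S2, with an FPKM of 55.0 ± 12.1 (SD, n = 3) under HN and 597 ± 94.8 under MN. The corresponding log2 fold change was -3.46 (SE 0.24, adjusted p = 0.0494 by edgeR, 5.62e-33 to 0.317 over the alternatives). Both S2 calls were lost without any single library other than MN S2 replicate A. The other 2 genes called lower at S2, named after their values were seen, were Ebr06G002520 (actin match, log2 fold change -3.24, adjusted p = 0.0494) and Ebr04G000790 (pentatricopeptide repeat match, -2.76, adjusted p = 0.0496, both by edgeR).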

**Figure 3:**
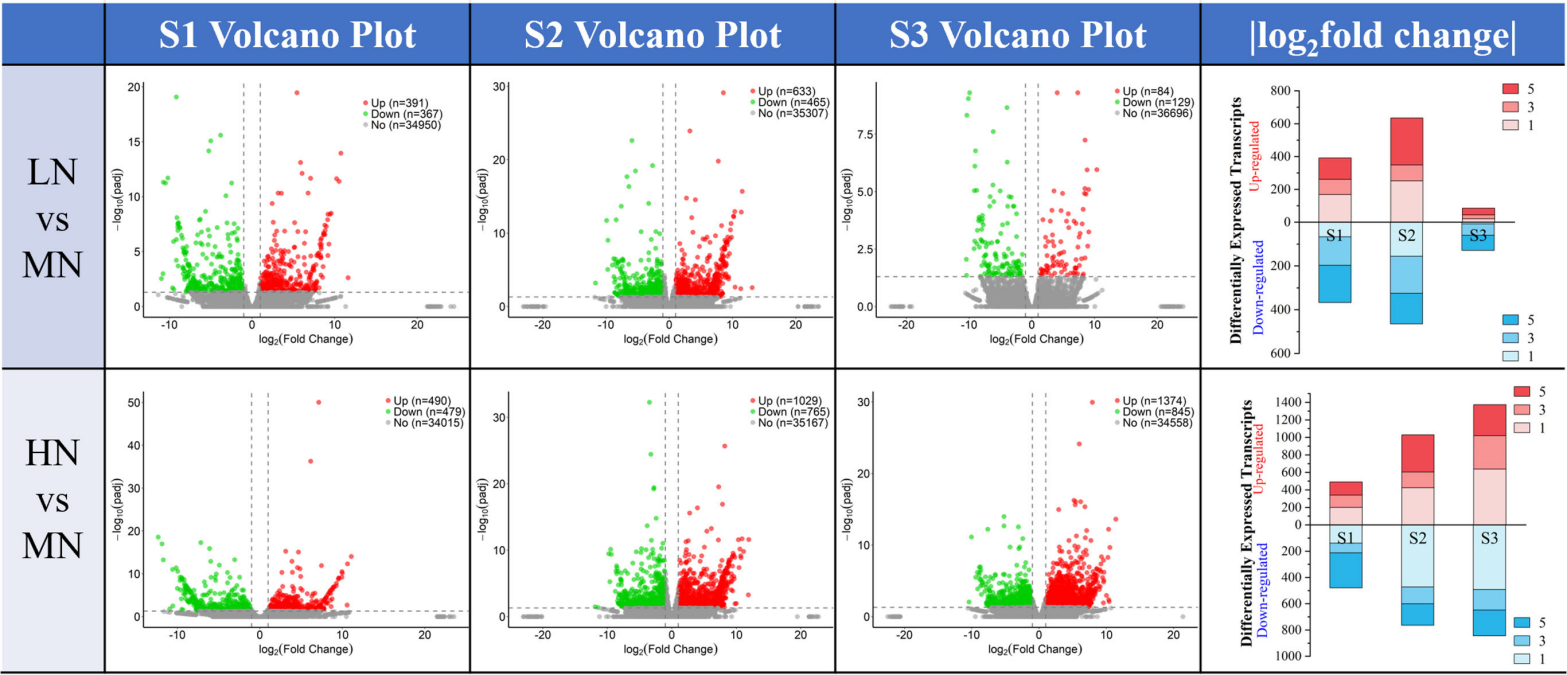
The number of DEGs in leaves between LN vs MN and HN vs MN at three stages (S1-S3, 24–48 DAT). ​​The volcano plot illustrates the number of upregulated (red) and downregulated (blue) differentially expressed genes (DEGs) across different time periods (S1 to S3, 24 to 48 DAT) under varying treatment comparisons, along with their fold change (|log_2_FC|, x-axis) and significance (-log_10_ *p*-adj, y-axis); The bar chart integrates the changes in the number of upregulated (red) and downregulated (blue) DEGs (y-axis) and their fold differences across the three periods (categorized on the y-axis), allowing clear visualization of DEG variations over time. The legend indicating the |log_2_FC| values.

For stages S1-S3 (24–48 DAT), Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were conducted on the up- and down-regulated DEGs obtained from LN and HN treatments, respectively, compared to the MN treatment, with results displayed in **Figure 4** (GO: left; KEGG: Right).

**Figure 4:**
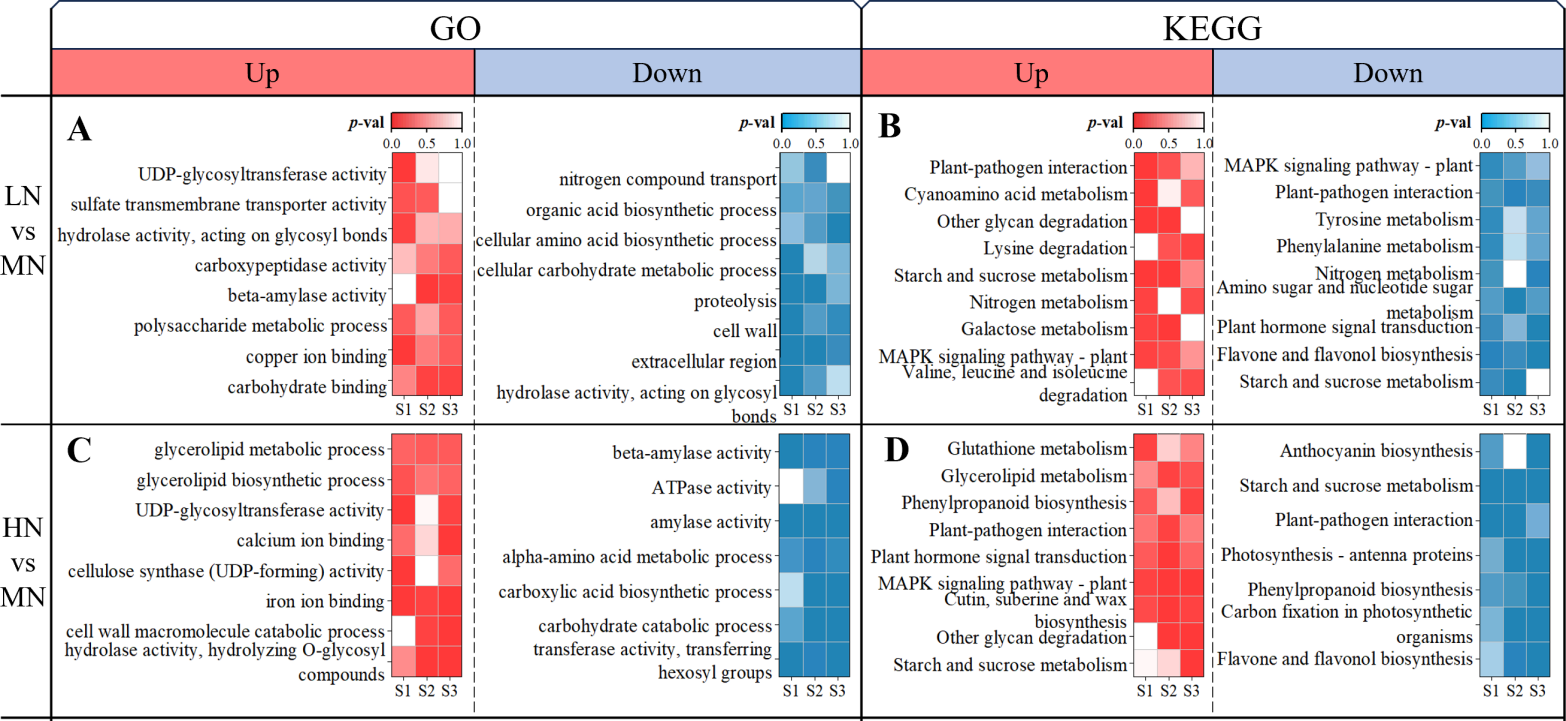
Stage-specific functional enrichment of DEGs under LN and HN treatments. **(A)** GO enrichment for LN vs MN comparisons; **(B)** KEGG enrichment for LN vs MN; **(C)** GO enrichment for HN vs MN; **(D)** KEGG enrichment for HN vs MN, analyzed at S1 (24 DAT), S2 (36 DAT), and S3 (48 DAT). Color intensity corresponds to the significance level (*p*-value).

**GO Enrichment:** In the LN treatment, genes up-regulated relative to MN were significantly enriched in GO categories associated with carbohydrate binding and metabolism, copper ion binding, and sulfate transport (**Figure 4A**). Specifically, “UDP-glycosyltransferase activity”, “copper ion binding”, and “sulfate transmembrane transporter activity” exhibited the strongest enrichment in S1, whereas “carbohydrate binding”, “beta-amylase activity”, and “polysaccharide metabolic process” became prominent in S2 and S3. In contrast, genes down-regulated under LN were enriched in functional terms related to cell wall organization, carbon metabolism, and nitrogen processes. Among these, “cell wall”, “extracellular region”, and “organic acid biosynthetic process” showed the most marked suppression in S1, followed by reduced “proteolysis” and “nitrogen compound transport” in S2, and repression of “cellular amino acid biosynthetic process” in S3.

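Genes were grouped into 17 families by keywords in the descriptions of the deposited files, and each of the 16 families with at least 5 tested genes was tested in each comparison with camera, at its preset correlation between genes of 0.01, and Benjamini-Hochberg adjustment over all 144 tests. Camera called 28 tests, 9 higher and 19 lower, and none of these calls held under fry or under camera with an estimated correlation, which called 0 each, with 26 and 9 tests at an unadjusted p under 0.05. Reads may be split among near-identical members of these multigene families. The cell wall loosening family (expansins and xyloglucan endotransglucosylases) had a median log2 fold change of 1.52 for HN vs MN at S2, with 25 of 38 genes higher (camera adjusted p = 0.00131). At S3 the median was 1.26, with 31 of 38 genes higher (camera adjusted p = 9.06e-07, and 4.65e-13 to 3.15e-05 with 1 library left out). At S1 it had a median of 0.35 but a mean of -0.12, and camera gave the direction down (adjusted p = 0.988). The S2 call was lost without MN S2 replicate A (adjusted p = 0.103). Under LN the family was not called at S1, where 17 of 30 genes were higher (median 0.53, adjusted p = 0.467, and 0.0489 without LN S1 replicate C), at S2 (median -0.08, mean 0.05, adjusted p = 0.574) or S3 (median 0.76, adjusted p = 0.18). It passed the threshold as higher without MN S2 replicate B (0.0116) at S2, and without LN S3 replicate C (0.00104) or MN S3 replicate B (0.00759) and with the replicate block (0.0121) at S3.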

Under HN treatment, up-regulated genes were enriched in GO categories associated with carbohydrate hydrolysis, cell wall macromolecule catabolism, and ion binding (**Figure 4C**). Notably, “cellulose synthase (UDP-forming) activity” and “iron ion binding” dominated the enrichment profile in S1, while “hydrolase activity (hydrolyzing O-glycosyl compounds)”, “cell wall macromolecule catabolic process”, and “calcium ion binding” were most prominent in S3. Conversely, down-regulated genes in HN were linked to amino acid and carbon metabolism, with “transferase activity (transferring hexosyl groups)” and “amylase activity” showing the strongest suppression in S1, followed by repressed “carbohydrate catabolic process” and “carboxylic acid biosynthetic process” in S2, and sustained down-regulation of “alpha-amino acid metabolic process” in both S2 and S3.

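The cellulose synthase family had a median log2 fold change of 0.26 for HN vs MN at S1, with 27 of 47 genes higher (camera adjusted p = 0.19), and passed the threshold only without HN S1 replicate B (adjusted p = 0.0261).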

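For the beta-amylase family under HN, 7 of 13 genes were lower at S1 (median log2 fold change -0.23, camera adjusted p = 0.337), 11 of 14 at S2 (-0.09, adjusted p = 0.229) and 10 of 14 at S3 (-0.46, adjusted p = 0.283). None of these tests passed the threshold with any 1 library left out. Whether the 3 stages differ from each other was not tested.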

**KEGG Enrichment:** Compared to MN, genes up-regulated under LN treatment were enriched in pathways including “Other glycan degradation”, “Cyanoamino acid metabolism”, “Galactose metabolism”, “Lysine degradation”, and “Valine, leucine, and isoleucine degradation” (**Figure 4B**). Among these, “Other glycan degradation” and “Cyanoamino acid metabolism” showed the strongest enrichment in S1, while “Galactose metabolism” peaked in S2. Conversely, down-regulated genes in LN were associated with pathways such as “Flavone and flavonol biosynthesis”, “Phenylalanine metabolism”, “Tyrosine metabolism”, and “Plant hormone signal transduction”, with the latter two exhibiting the most marked suppression in S3. Additionally, pathways like “Starch and sucrose metabolism” and “Nitrogen metabolism” were dynamically regulated, appearing in both up- and down-regulated DEGs across stages, with “Starch and sucrose metabolism” displaying the strongest up-regulation in S2.

For HN treatment, up-regulated genes were enriched in pathways such as “Other glycan degradation”, “Cutin, suberine, and wax biosynthesis”, “Plant hormone signal transduction”, and nitrogen-related pathways including “Tryptophan metabolism”, “Glycerolipid metabolism”, and “Glutathione metabolism” (**Figure 4D**). 

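Cutin and wax genes had a median log2 fold change of 0.18 for HN vs MN at S2, with 25 of 43 higher (camera adjusted p = 0.356), and of 0.57 at S3, with 22 of 35 higher (adjusted p = 0.245). Only leaving out MN S3 replicate B took the S3 test past the threshold (adjusted p = 0.000509). Glutathione S-transferase genes had a median of 0.09 at S1, with 26 of 49 higher (adjusted p = 0.458), and at S3 a median of -0.03 beside a mean of 0.01 (adjusted p = 0.835).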

“Glutathione metabolism” dominated the enrichment profile in S1, followed by “Tryptophan metabolism” in S3, while other pathways peaked in S2.

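Chlorophyll a-b binding (antenna) genes were lower at S2 in both comparisons. The median log2 fold change was -1.10 for LN vs MN, with 45 of 51 genes lower (camera adjusted p = 1.41e-13, at most 5.65e-08 with 1 library left out, fry adjusted p = 0.11). Under HN it was -1.61, with 48 of 50 genes lower (camera adjusted p = 2.4e-28, at most 1.41e-15 with 1 library left out, fry adjusted p = 0.0612). At S3 the family was not called under LN (median 0.32, camera adjusted p = 0.764) or HN (median -0.08, adjusted p = 0.356), although under LN it passed the threshold as higher without LN S3 replicate C (3.17e-10) and as lower without LN S3 replicate B (0.0394). At S1 under HN, 35 of 48 genes were higher (median 0.32, adjusted p = 0.0149), a call lost without HN S1 replicates A (0.891) or C (0.131) or MN S1 replicates B (0.146) or C (0.332). Carbon fixation genes were lower in 13 of 20 for LN vs MN at S2 (median -0.14, camera adjusted p = 0.229) and in 10 of 20 at S3 (adjusted p = 0.996). Under HN, 12 of 19 were lower at S2 (median -0.34, adjusted p = 0.0662) and 13 of 20 at S3 (median -0.70, adjusted p = 0.0805). The HN S2 test passed the threshold without MN S2 replicate B (0.0201) and without the filter on low counts (0.0282).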

Compared to MN, genes down-regulated under both LN and HN treatments were enriched in pathways associated with photosynthesis and carbon metabolism, including “Carbon fixation in photosynthetic organisms” and “Photosynthesis-antenna proteins” (**Figures 4B, D**). Similarly, phenylpropanoid and flavonoid synthesis pathways such as “Flavone and flavonol biosynthesis”, “Anthocyanin biosynthesis”, and “Phenylpropanoid biosynthesis” exhibited marked suppression, with the strongest down-regulation observed in S3 across both treatments (**Figures 4B, D**). 

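The flavonoid structural family holds genes described as chalcone synthase, chalcone isomerase, flavanone 3-hydroxylase, flavonol synthase or a flavonoid hydroxylase of the B ring. Its median log2 fold change at S3 was -0.61 for LN vs MN, with 20 of 25 genes lower (camera adjusted p = 0.00158), and -1.19 for HN vs MN, with 21 of 24 lower (adjusted p = 0.00243). The LN call was lost without LN S3 replicates B (0.152) or C (0.0516), and the HN call without the filter on low counts (0.0919). At S2 the family was not called under LN (adjusted p = 0.842) or under HN (median -0.73, adjusted p = 0.643). Anthocyanin genes went the other way at S2 under LN, with 6 of 7 higher (median 1.06, camera adjusted p = 0.0402), a call lost without LN S2 replicates A (0.224) or B (0.259), MN S2 replicates A (0.574) or B (0.155), and without the filter on low counts (0.685). At S3, 5 of 7 anthocyanin genes were lower under LN (median -0.94, adjusted p = 0.269) and 4 of 6 under HN (median -1.06, adjusted p = 0.602). Without MN S3 replicate C both tests passed the threshold (0.00576 under LN and 0.0244 under HN), as the LN test did with the replicate block (0.00104).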

The “Starch and sucrose metabolism” pathway displayed dynamic regulation, appearing in both up- and down-regulated DEGs. Up-regulation of this pathway peaked in S3 under LN treatment (**Figure 4B**), while down-regulation persisted from S1 to S3 under HN treatment, showing the strongest suppression in S1 (**Figure 4D**). Additionally, some common stress response pathways in plants, such as “Plant-pathogen interaction” and “MAPK signaling pathway-plant” (Takahashi et al., 2011; Zhu et al., 2023), were significantly enriched in the DEGs of LN and HN treatments, respectively.

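For LN vs MN, the beta-amylase family had 11 of 15 genes higher at S3 (median log2 fold change 0.33, camera adjusted p = 0.0289), and at S2 a median of -0.02 beside a mean of 0.12 (adjusted p = 0.487). For LN vs MN S3 the beta-amylase call was lost without LN S3 replicate A (0.463), without MN S3 replicate A (0.231) or without MN S3 replicate B (0.0965).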

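Within LN, edgeR called 0 DEGs between S3 and S1, with 1602 genes (7.31%) at an unadjusted p under 0.05, and DESeq2 called 300 genes higher and 319 lower at S3. DESeq2's total of 619 became 398 without LN S1 replicate A, 988 without LN S3 replicate A and 1310 without LN S3 replicate B. Within MN edgeR also called 0, with 1809 genes (8.24%) at an unadjusted p under 0.05, and DESeq2 called 489 higher and 260 lower. The MN total of 749 became 1257 without MN S1 replicate A, 340 without MN S1 replicate B, 437 without MN S1 replicate C and 1470 without MN S3 replicate A. Anthocyanin genes were lower at S3 than at S1 in all 3 treatments, in 7 of 7 genes under LN (median log2 fold change -2.23, camera adjusted p = 2.8e-05), 6 of 7 under HN (-2.93, adjusted p = 1.27e-09) and 6 of 6 under MN (-1.69, adjusted p = 1.27e-05). Without the filter on low counts the LN and MN calls were lost (0.169 and 0.107).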

To investigate dynamic transcriptional responses of *E. pubescens* to nitrogen deficiency (LN) and excess (HN) over time, we analyzed stage-specific differentially expressed genes (DEGs) between S1 and S3 under both treatments, followed by KEGG enrichment (**Figure 5**).LN Treatment (S1 vs. S3): Genes up-regulated in S3 relative to S1 were enriched in pathways associated with stress adaptation, including “Anthocyanin biosynthesis”, “MAPK signaling pathway-plant”, and “Phenylpropanoid biosynthesis”. Conversely, down-regulated genes were linked to secondary metabolism and biotic interactions, with marked suppression of “Flavonoid biosynthesis”, “Plant-pathogen interaction”, “Flavone and flavonol biosynthesis”, and “Butanoate metabolism”.

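Flavonoid structural genes were lower at S3 than at S1 under LN in 19 of 25 genes (median log2 fold change -0.94, camera adjusted p = 4.46e-06, at most 0.000567 with 1 library left out). Under MN they changed in the same direction, with a median of -0.04 and a mean of -0.41 (adjusted p = 0.0662), and passed the threshold without MN S1 replicate A (0.00641), MN S1 replicate B (0.0446) or MN S3 replicate B (0.00102). Whether LN and MN differ in this change was not tested for the family. Phenylalanine ammonia-lyase (PAL) genes were lower under LN in 5 of 7 (median -0.79, adjusted p = 0.0662), and passed the threshold without LN S1 replicate A (0.0383), LN S3 replicate A (0.0327) or LN S3 replicate B (3.81e-05), without the filter on low counts (0.0398) and with the replicate block (0.00568). UDP-glycosyltransferase (UGT) genes were lower in 106 of 178 (median -0.21, adjusted p = 0.0443), a call lost without LN S1 replicate C (0.554) or LN S3 replicates B (0.192) or C (0.0662) and without the filter on low counts (0.107). Cutin and wax genes were lower in 24 of 35 (median -0.41, adjusted p = 0.00324), a call lost for cutin and wax in LN S3 vs S1 without LN S1 replicate C (0.243), without LN S3 replicate A (0.0528), without LN S3 replicate C (0.0765) and without the filter (0.135). Beta-amylase genes were higher in 10 of 15 (median 0.44, adjusted p = 0.00672), and the beta-amylase call in LN S3 vs S1 was lost without LN S1 replicate B (0.0878) or without LN S3 replicate A (0.262).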

**Figure 5:**
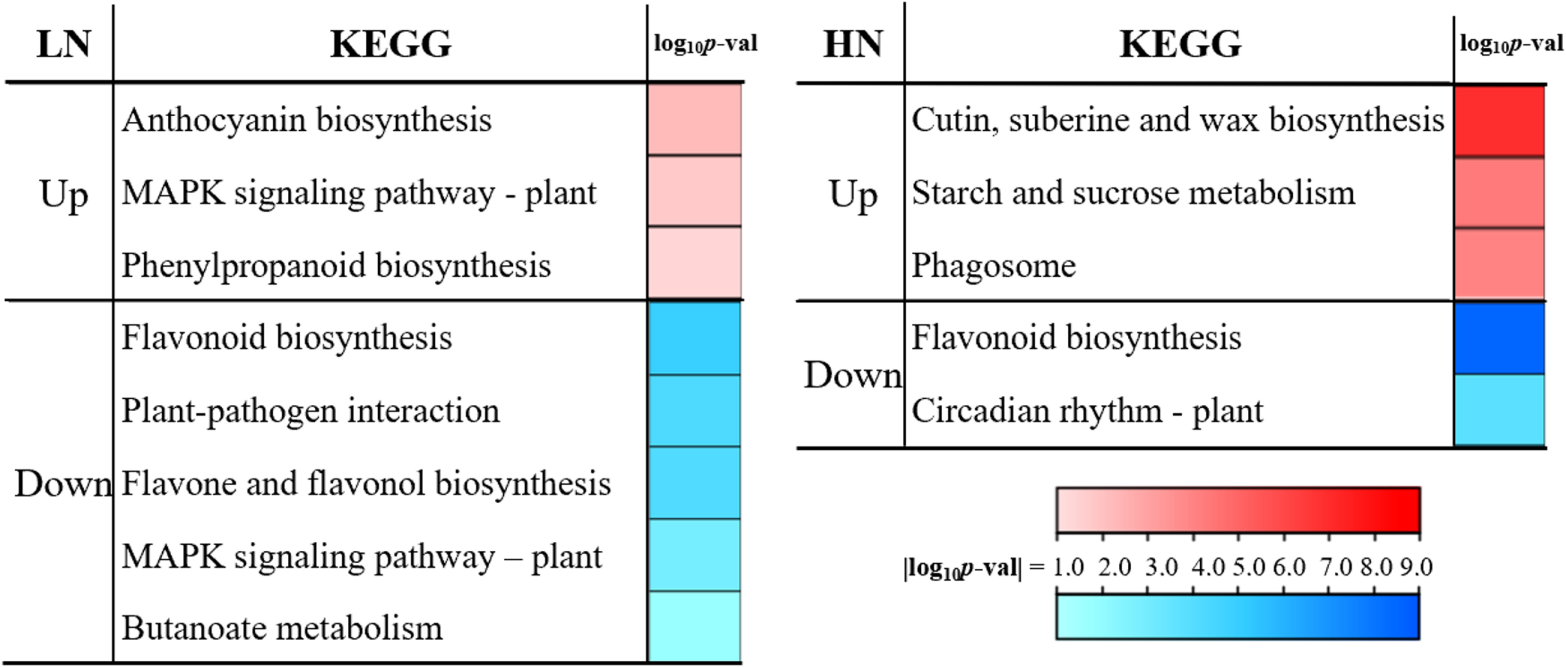
Stage transition (S1 to S3) KEGG pathway enrichment under LN and HN treatments. Significance is represented by color gradient (|log_10_ p-value|).

HN Treatment (S1 vs. S3): Up-regulated genes in S3 were enriched in pathways related to structural biosynthesis and energy mobilization, notably “Cutin, suberine and wax biosynthesis”, “Starch and sucrose metabolism”, and “Phagosome”. In contrast, down-regulated genes showed reduced activity in “Flavonoid biosynthesis” and “Circadian rhythm-plant”, suggesting disrupted metabolic and physiological synchronization.

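Within HN, edgeR called 358 genes higher and 128 lower at S3 than at S1, with 4539 genes (20.5%) at an unadjusted p under 0.05, and DESeq2 called 1655 higher and 954 lower. The 486 genes called by edgeR became 1582 without HN S1 replicate A, 11 without HN S1 replicate B, 195 without HN S1 replicate C, 2 without HN S3 replicates A or B and 1439 without HN S3 replicate C. DESeq2's 2609 genes became 4090 without HN S1 replicate A, 1178 without HN S3 replicate A, 1088 without HN S3 replicate B and 4202 without HN S3 replicate C. For cutin and wax genes the median log2 fold change was -0.17, the mean -0.04, and camera's direction was up (adjusted p = 0.764), with 19 of 35 genes lower. Cell wall loosening genes were higher in 28 of 37 (median 1.43, camera adjusted p = 1.19e-06, at most 0.000577 with 1 library left out). Beta-amylase genes were not called (adjusted p = 0.574).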

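Under HN, flavonoid structural genes were lower at S3 than at S1 in 22 of 25 (median log2 fold change -2.06, camera adjusted p = 1.32e-10, at most 0.000111 with 1 library left out). PAL genes were lower in 5 of 7 (median -0.90, adjusted p = 0.0153), a call lost without HN S1 replicate A (0.092) or HN S3 replicate C (0.057). Circadian genes were lower in 16 of 23 (median -0.30, adjusted p = 0.186), and passed the threshold only without HN S1 replicate B (0.0357). The keyword CCA1 had matched 4 tRNA CCA-adding enzyme genes, 1 of them among the 23 tested here, and without these, an alternative chosen after seeing the data, 15 of 22 were lower (median -0.26). Under LN, 19 of 23 circadian genes were higher at S3 (median 0.28, adjusted p = 0.0286), a call lost without LN S1 replicate C (0.091) or LN S3 replicate C (0.0825). Without 2 of the tRNA genes, again chosen after seeing the data, 17 of 21 were higher (median 0.28, adjusted p = 0.0281). Chlorophyll synthesis genes were lower under HN in 15 of 20 (median -0.50, adjusted p = 0.0234) and carbon fixation genes in 13 of 20 (median -0.50, adjusted p = 0.0084), and both calls were lost without HN S1 replicate C (0.117 and 0.0571).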

### 3.4 Weighted gene co-expression network analysis

Weighted Gene Co-expression Network Analysis (WGCNA) is a systems biology approach for identifying highly correlated gene clusters (modules) across experimental conditions, widely applied in plant stress response studies (Langfelder and Horvath, 2008). To elucidate dynamic gene network reorganization in *E. pubescens* under nitrogen variation, we performed WGCNA on transcriptomes from S1-S3 stages of LN, MN, and HN treatments (**Figure 6A**). Modules were defined with a minimum eigengene correlation threshold of 0.75, yielding 35 distinct co-expression networks (**Figure 6B**). Among these, the grey60 module exhibited contrasting expression patterns between MN and nitrogen-stressed (LN/HN) treatments at S2-S3 (**Figure 6C**), suggesting its potential role in nitrogen adaptation.

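The members of the grey60 module are not listed in the sources used here, so its pattern was tested gene by gene over the 18 libraries of S2 and S3, as MN minus the mean of LN and HN. edgeR called 68 genes at an adjusted p below 0.05 and an absolute log2 fold change of at least 1, against 1046 by DESeq2, 102 in a fit of all 27 libraries and 49 without the filter on low counts. Leave-one-out fits turned the 68 genes into 24 without HN S2 replicate B, 30 without HN S2 replicate C, 21 without HN S3 replicates A or B, 271 without HN S3 replicate C, 21 without LN S2 replicate A, 27 without LN S2 replicate B and 45 without LN S2 replicate C. The count was 209 without LN S3 replicate A, 188 without MN S2 replicate A, 21 without MN S2 replicate B, 12 without MN S2 replicate C, 196 without MN S3 replicate A, 20 without MN S3 replicate B and 23 without MN S3 replicate C.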

**Figure 6:**
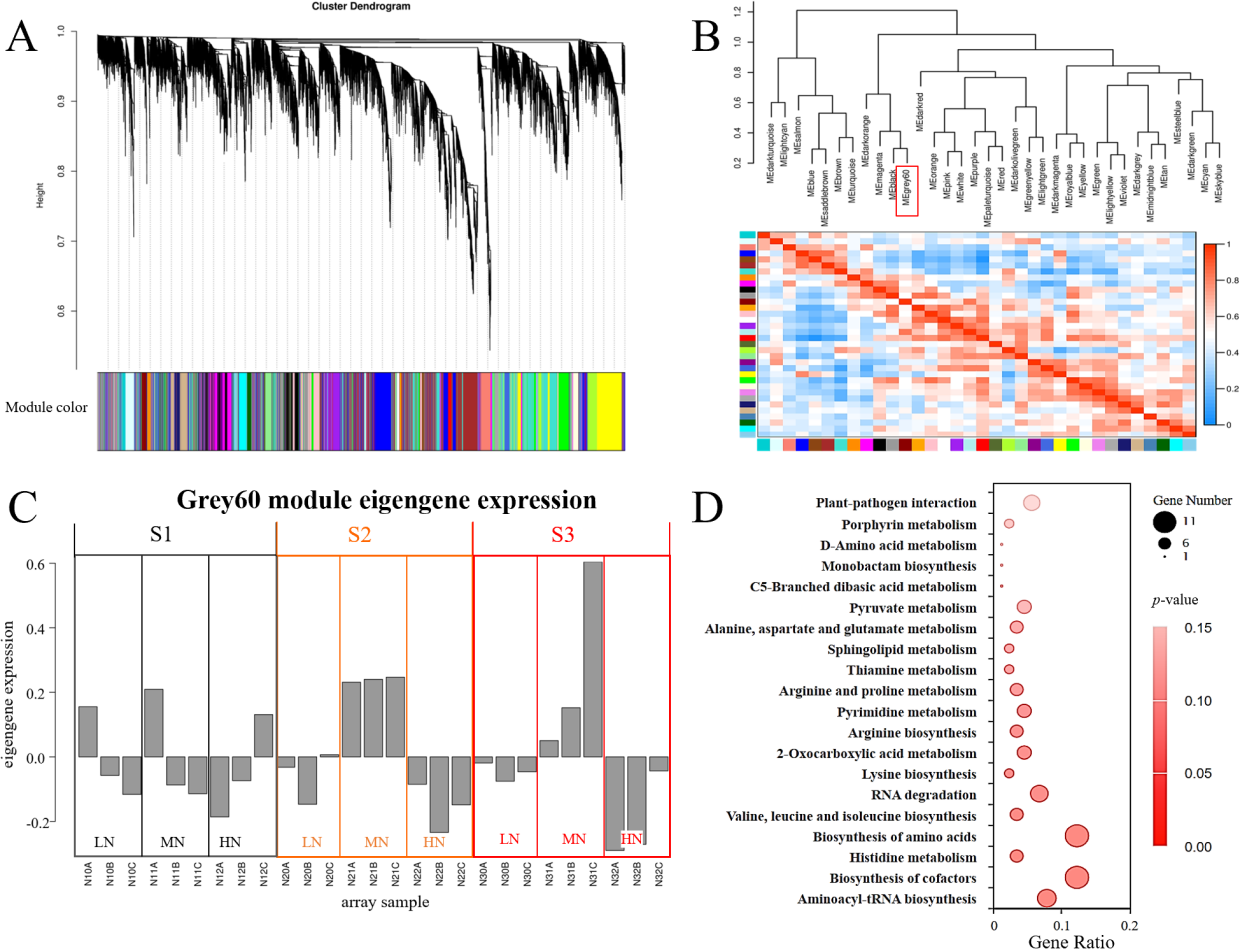
Weighted Gene Co-expression Network Analysis (WGCNA) of leaf transcriptomes in *E*. *pubescens* under nitrogen treatments. **(A)** Hierarchical clustering dendrogram of genes. Leaves (vertical lines) represent individual genes, with branches colored to indicate 35 distinct co-expression modules. **(B)** Module-trait correlation matrix. Cell colors (from blue to red) denote Pearson correlation coefficients between module eigengenes. **(C)** Expression patterns of the grey60 module across treatments (LN, MN, HN) and stages (S1-S3; 24–48 DAT). **(D)** KEGG pathways enriched in the grey60 module.

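Aminoacyl-tRNA genes had a median log2 fold change of -0.20 for LN vs MN at S2, with 56 of 92 lower (camera adjusted p = 0.085), and were not called at S3 (adjusted p = 0.764). The LN S2 test passed the threshold without LN S2 replicate C (0.028) or MN S2 replicate B (0.0425). Under HN the aminoacyl-tRNA median was -0.30 at S2, with 59 of 93 lower (adjusted p = 0.0402), and -0.37 at S3, with 74 of 94 lower (adjusted p = 0.000841, 0.000171 to 0.00791 with 1 library left out). The HN S2 call was lost without HN S2 replicates B (0.068) or C (0.168), MN S2 replicates A (0.128) or C (0.088), and without the filter on low counts (0.0682). Chlorophyll synthesis genes, part of porphyrin metabolism, had a median of -0.34 under LN at S2, with 13 of 20 lower (adjusted p = 0.272, and 0.0422 without LN S2 replicate C). Under HN the median was -0.53 at S2, with 15 of 20 lower (adjusted p = 0.000841, and 0.0693 without MN S2 replicate A), and -0.54 at S3, with 16 of 20 lower (adjusted p = 0.00261, 0.00184 to 0.0156 with 1 library left out).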

KEGG enrichment of the grey60 module revealed marked involvement in three functional clusters: Translation fidelity and RNA regulation: Enriched pathways included “Aminoacyl-tRNA biosynthesis” and “RNA degradation”; Metabolic coordination: “Biosynthesis of cofactors”, “Porphyrin metabolism”, “Sphingolipid metabolism”, and amino acid biosynthesis pathways (“Valine, leucine and isoleucine biosynthesis”, “Biosynthesis of amino acids”, “Histidine metabolism”); Carbon-energy interface: “2-Oxocarboxylic acid metabolism” and “Pyruvate metabolism”. Additionally, “Plant-pathogen interaction” pathway genes were significantly enriched (**Figure 6D**), implying crosstalk between nitrogen stress and biotic defense mechanisms.

### 3.5 Changes in genes related to carbon metabolism, nitrogen metabolism, and Icariin-type flavonoid metabolism

Flavonoids, the primary medicinal components of *E. pubescens*, play dual roles in plant defense against biotic/abiotic stresses and nutrient deprivation (Lillo et al., 2008; Kumar and Pandey, 2013; Li et al., 2023). These phenylalanine-derived secondary metabolites are synthesized through a well-characterized pathway (Holton and Cornish, 1995; Koes et al., 2005), where carbon skeletons from primary metabolism enter the shikimate pathway, while nitrogen metabolism-derived amino acids contribute to phenylalanine production, ultimately fueling flavonoid biosynthesis (**Figure 7A**). Icariin-type flavonoid synthesis occurs in three phases: Phase 1: The enzymes phenylalanine ammonia-lyase (PAL), cinnamate 4-hydroxylase (C4H), and 4-coumarate-CoA ligase (4CL) sequentially convert phenylalanine to p-coumaroyl-CoA. Phase 2: Chalcone synthase (CHS) and chalcone isomerase (CHI) transform p-coumaroyl-CoA into chalcone, the precursor for flavonols/flavones (Dao et al., 2011). Subsequently, flavonoid 3’,5’-hydroxylase (F3’5’H), flavanone 3-hydroxylase (F3H), flavonoid 3’-hydroxylase (F3’H), and flavonol synthase (FLS) modify chalcone into diverse flavonols. Phase 3: UDP-glycosyltransferases (UGTs), prenyltransferases (PTs), and O-methyltransferases (OMTs) mediate glycosylation, prenylation, and O-methylation of flavonols, yielding icariin-type flavonoids (**Figure 7B**).

**Figure 7:**
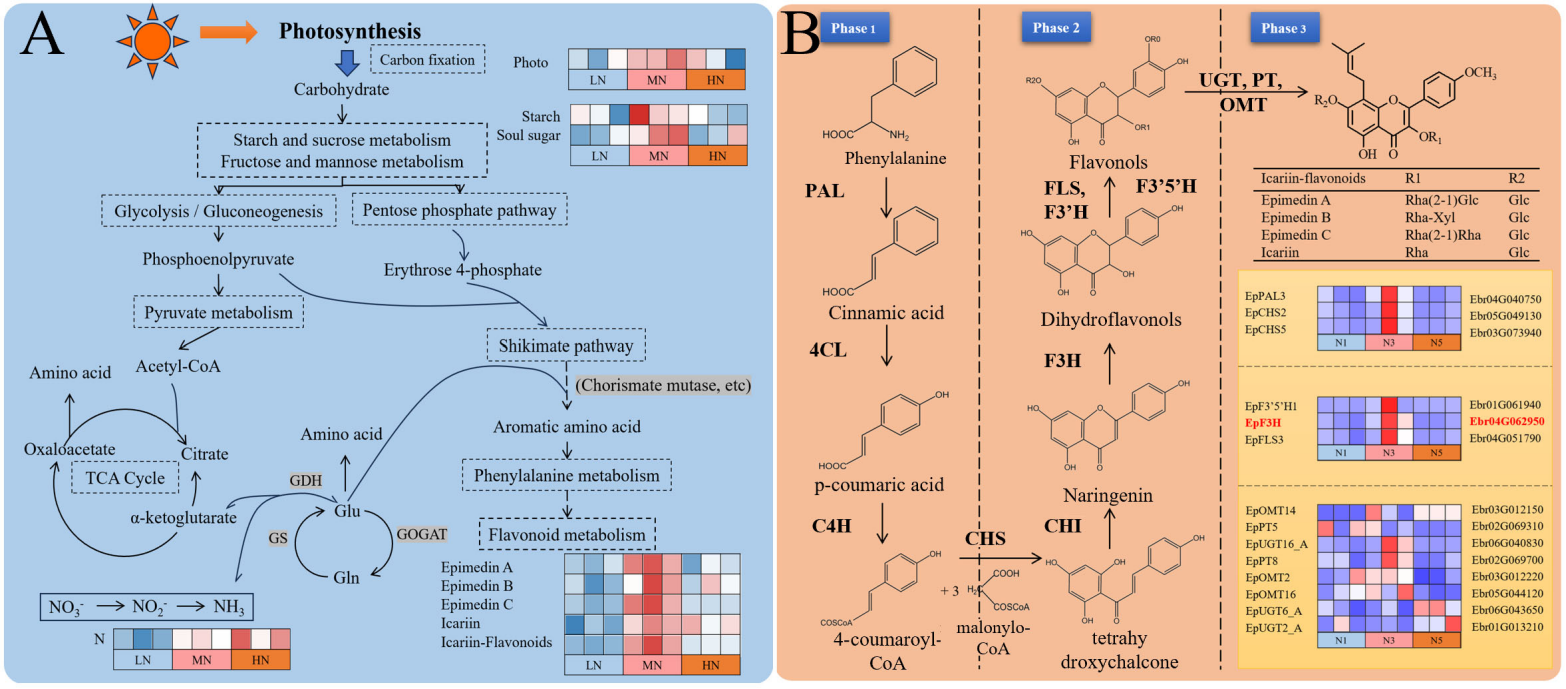
Integrated carbon-nitrogen-flavonoid metabolic network and transcriptional regulation in *E*. *pubescens*. **(A)** Schematic of metabolic crosstalk between carbon/nitrogen assimilation and flavonoid biosynthesis. The heatmap (right) shows relative levels of key metabolites (rows) and photosynthetic parameters (columns) across treatments (LN, MN, HN). **(B)** Heatmap of gene expression in the icariin-type flavonoid pathway. Rows: enzyme-coding genes (annotated by EC number); columns: treatments (LN, HN) and stages (S1-S3). Gene IDs are listed on the right.

During the S3 stage, the number of differentially expressed genes (DEGs) in plants under nitrogen deficiency stress was significantly reduced (**Figure 3**), consistent with previous findings under phosphorus deficiency stress, indicating that nitrogen deficiency stress had entered the late stress phase by this stage. In contrast, the temporal dynamics of DEGs under excess nitrogen stress diverged from those under nitrogen or phosphorus deficiency. Specifically, excess nitrogen exhibited a sustained increase in DEG numbers, with an 85% rise from S1 to S3 (24 to 48 DAT) but only a 25% increase from S2 to S3 (36 to 48 DAT). 

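By DESeq2, the total for HN vs MN rose by 127% from S1 to S3 and by 25.6% from S2 to S3, while that for LN vs MN rose by 44.5% from S1 to S2 and changed by -80.6% from S2 to S3. By edgeR, the HN total changed by -100% from S1 to S3 and from S2 to S3, from 24 and 4 genes to 0. In 1 fit of all 27 libraries it rose instead, with 55, 67 and 79 genes at S1, S2 and S3. Without the filter on low counts it fell, from 123 and 50 genes to 36. At S3, edgeR called 202 genes without HN S3 replicate C, 289 without MN S3 replicate B and 0 without any other single library. LN and HN share their MN libraries, so some overlap of their DEGs arises with no effect of either treatment. DESeq2 called 232 genes in the same direction in both comparisons at S1, 421 at S2 and 79 at S3, and edgeR 1, 0 and 0. In 8 simulations in which no group differed, DESeq2 called at most 14, 17 and 18 genes in both comparisons, with medians of 9.5, 14.5 and 14.5, and edgeR called 0 in 20 such simulations. The log2 fold changes under LN and HN correlated across genes, which are not independent replicates, with r = 0.533 at S1, 0.636 at S2 and 0.504 at S3 by edgeR, where the simulations gave medians of 0.514, 0.513 and 0.517. With 1 MN library left out, edgeR's overlap at S1 was 0 without MN S1 replicates B or C, and at S2 it was 58 without MN S2 replicate A.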

The deceleration in the upward trend suggests that transcriptional responses had stabilized during this period. Consequently, the transcriptional strategy adopted by plants at this stage reflects a steady state following prolonged stress resistance, which may more accurately reflect plant adaptation mechanisms to distinct nitrogen stress conditions. Under inappropriate nitrogen (LN/HN) at S3 stage (48 DAT), transcriptional suppression was observed across all icariin-type flavonoid biosynthesis phases (**Figure 7B**): Phase 1: *PAL* expression was markedly reduced. 

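EpPAL2 (Ebr04G040710, chromosome 4, 319850975 to 319854451) had an FPKM at S3 of 13.8 ± 13.1 (SD, n = 3) under MN, 1.94 ± 2.53 under LN and 2.16 ± 0.951 under HN. Its log2 fold change was -2.68 for HN vs MN (SE 0.76, adjusted p = 0.152 by edgeR, 0.00566 by DESeq2, at most 0.514 over the alternatives) and -2.82 for LN vs MN (SE 1.25, adjusted p = 0.968 by edgeR, 0.312 to 1 over the alternatives). EpPAL3 (Ebr04G040750, chromosome 4, 320081476 to 320084690) changed by -3.22 under HN (SE 0.77, adjusted p = 0.132 by edgeR, 0.000499 by DESeq2, at most 0.512 over the alternatives) and by -2.79 under LN (SE 1.59, adjusted p = 0.968 by edgeR, 0.457 to 1 over the alternatives). The MN replicates of EpPAL2 had 4.65, 28.8 and 7.84 FPKM, and without MN S3 replicate B its log2 fold change was -1.53 under HN and -1.67 under LN. Without LN S3 replicate A the LN values were -4.81 for EpPAL2 and -5.71 for EpPAL3, and EpPAL3 had -1.78 under LN without MN S3 replicate B. All 3 HN replicates of both genes lay below all 3 MN replicates. Over the 7 PAL genes tested at S3, 6 were lower under LN (median -0.63, camera adjusted p = 0.151, and 0.00151 without MN S3 replicate C). Under HN 5 of 7 were higher (median 0.45), although the mean was -0.33 and camera's direction was down (adjusted p = 0.939).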

Phase 2: Key genes (*CHS*, *F3H*, *FLS*, *F3’5’H*) showed significant downregulation. 

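EpF3H (Ebr04G062950, chromosome 4, 491866998 to 491869608) had an FPKM at S3 of 555 ± 417 (SD, n = 3) under MN, 79.0 ± 59.5 under LN and 73.4 ± 31.9 under HN. Its log2 fold change was -2.81 for LN vs MN (SE 0.83, adjusted p = 0.968 by edgeR, 0.0365 by DESeq2) and -2.93 for HN vs MN (SE 0.65, adjusted p = 0.123 by edgeR, 0.000108 by DESeq2). Every LN and every HN replicate lay below every MN replicate. The alternatives gave adjusted p values of up to 1 under LN and 0.512 under HN. With 1 library left out the log2 fold change stayed between -3.55 and -2.03 under LN and between -3.35 and -2.15 under HN. EpCHS2 (Ebr05G049130) changed by -2.51 under LN and -2.90 under HN, and EpFLS3 (Ebr04G051790) by -2.23 and -2.07, with SE between 0.68 and 1.26 and edgeR adjusted p of 0.968 under LN and 0.174 and 0.179 under HN. By DESeq2 both were called under HN (adjusted p = 0.00741 and 0.0231, at most 0.515 and 0.517 over the alternatives) and neither under LN (0.426 and 0.273, at most 1). Without MN S3 replicate B, EpCHS2 changed by -1.10 under LN and -1.48 under HN, and EpFLS3 by -1.20 and -1.04. EpF3'5'H1 (Ebr01G061940) had an FPKM of 11.3, 132 and 0.870 in the 3 MN replicates, and 1.86 ± 1.40 (SD, n = 3) under LN and 4.74 ± 1.34 under HN. By log2 fold change it differed from MN by -4.69 under LN (SE 1.79, adjusted p = 0.968 by edgeR, 0.0433 by DESeq2, at most 1) and -3.36 under HN (SE 1.51, adjusted p = 0.269 by edgeR, 0.162 by DESeq2, at most 0.847). Without MN S3 replicate B these became -1.71 under LN and -0.38 under HN.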

Phase 3: Most *PT* and *OMT* genes were suppressed, though partial *UGT* upregulation occurred. 

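Among the prenyltransferase genes of Fig. 7B, EpPT5 (Ebr02G069310) had a log2 fold change of 1.09 under LN (SE 1.40) and -2.85 under HN (SE 0.98). EpPT8 (Ebr02G069700) had an FPKM of 77.3 ± 38.6 (SD, n = 3) under LN, 57.4 ± 26.0 under HN and 179 ± 115 under MN (log2 fold change -1.65 under HN, SE 0.58). edgeR's adjusted p for these genes was 0.978 and 0.968 under LN and 0.189 and 0.193 under HN, and DESeq2 called both genes under HN (0.016 and 0.0495, at most 0.527 and 0.534 over the alternatives). The EpPT5 change under LN was 0.34 without LN S3 replicate A, 1.65 without LN S3 replicate B, 2.24 without MN S3 replicate A and 0.57 without MN S3 replicate B, and under HN it was -1.69 without MN S3 replicate A. The EpPT8 change under HN was -1.04 without MN S3 replicate B. Of the O-methyltransferase genes, EpOMT2 (Ebr03G012220) and EpOMT16 (Ebr05G044120) changed by -1.62 and -1.15 under HN and by -0.39 and -0.56 under LN, and DESeq2 called both under HN (adjusted p = 0.00999 and 0.0484, at most 0.512). EpOMT14 (Ebr03G012150) changed by -6.66 under LN (SE 1.64, adjusted p = 0.817 by edgeR, 4.31e-05 by DESeq2, at most 1 over the alternatives). Under HN it changed by 0.26 (adjusted p = 0.912 by edgeR), with FPKM of 49.9, 13.9 and 0.529 in the MN replicates, and by -0.32 without MN S3 replicate C. EpUGT6_A (Ebr06G043650) changed by 1.68 under HN and EpUGT2_A (Ebr01G013210) by 3.26, called by DESeq2 (adjusted p = 0.0287 and 0.0425, at most 0.514) and not by edgeR (0.17 and 0.226). Under LN the corresponding values were 0.15 and 1.75, and both changed sign with a library left out: EpUGT6_A to -0.37 without LN S3 replicate A and -0.22 without MN S3 replicate C, and EpUGT2_A to -1.62 without LN S3 replicate B. EpUGT2_A was also at 2.67 without MN S3 replicate B and 1.16 without MN S3 replicate C. EpUGT16_A (Ebr06G040830) was lower, by -2.92 under LN and -2.80 under HN (adjusted p = 0.968 and 0.147 by edgeR, 0.0716 and 0.00199 by DESeq2, at most 1 and 0.512). In the whole UGT family at S3, 88 of 176 genes were lower under LN (median -0.00, camera adjusted p = 0.373, and 0.0434 without MN S3 replicate C) and 102 of 177 under HN (median -0.29, adjusted p = 0.379). At S2 under HN, 109 of 167 were lower (median -0.47, adjusted p = 0.0084, 0.00333 to 0.0268 with 1 library left out). Reads may be split among near-identical UGT copies.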

Notably, upregulated *UGT*/*OMT* isoforms may participate in alternative carbon metabolic routes rather than flavonoid synthesis, as substrate availability declined due to Phase 1–2 suppression and reduced photosynthetic input.

To delineate metabolic crosstalk among carbon, nitrogen, and flavonoid pathways, we integrated S3-stage DEGs enriched in these pathways (**Figure 7**) to reconstruct a tripartite correlation network (**Supplementary Table S4**). For flavonoid metabolism refinement, we performed gene set enrichment analysis (GSEA) using localized software (http://www.broadinstitute.org/gsea) to identify additional candidate genes ( (Subramanian et al., 2005); **Supplementary Table S5**). Subsequent Pearson correlation analysis of 84 pathway-related genes, 5 biomass parameters, and 8 metabolites (|r| > 0.70 threshold) revealed interconnected regulatory networks, visualized through Cytoscape (**Figure 8**). 

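At S3, 5 carbon metabolism genes of the correlation network had the following values for HN vs MN. Ebr01G064020 (chromosome 1, 553156963 to 553272318), which the paper names alpha-amylase and whose Swiss-Prot match in the deposited files is a 1,4-alpha-glucan-branching enzyme with an alpha-amylase domain, had an FPKM of 36.0 ± 12.0 (SD, n = 3) under HN and 91.5 ± 29.6 under MN (log2 fold change -1.36, SE 0.34, adjusted p = 0.136 by edgeR). Ebr06G011710 had 46.3 ± 14.2 and 9.92 ± 4.29 (2.20, SE 0.43, adjusted p = 0.11 by edgeR). Ebr01G030510 (phosphoglucomutase) had 76.8 ± 11.4 and 157 ± 36.0 (-1.05, SE 0.24, adjusted p = 0.13 by edgeR). Ebr02G031250 (fructokinase-2) had 302 ± 78.5 and 121 ± 60.2 (1.30, SE 0.40, adjusted p = 0.163 by edgeR). Ebr01G044770, named fructose-1,6-bisphosphatase in the paper and matching a sedoheptulose-1,7-bisphosphatase in the deposited files, had 315 ± 60.4 and 628 ± 41.0 (-1.01, SE 0.24, adjusted p = 0.13 by edgeR). In all 5 genes the HN replicates did not overlap the MN replicates. DESeq2 called all 5, with adjusted p between 0.000388 for Ebr06G011710 and 0.037 for Ebr02G031250, and the highest adjusted p over the alternatives lay between 0.5 and 0.514. For LN vs MN the replicates of all 5 genes overlapped, and neither tool called one.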

The resultant network comprised 95 nodes with 467 edges, with hub genes identified by maximal node degree: Carbon metabolism: *Alpha-amylase* (Ebr01G064020), *Transcriptional activator* (Ebr06G011710), *Phosphoglucomutase* (Ebr01G030510), *Fructokinase-2* (Ebr02G031250), *Fructose-1,6-bisphosphatase* (Ebr01G044770). Nitrogen metabolism: *Amidase* (Ebr04G062170), *Aromatic aminotransferase* (Ebr02G065060), *Lamin-like protein* (Ebr02G071730). 

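For HN vs MN at S3, the amidase gene Ebr04G062170 (chromosome 4, 486178486 to 486181093) had an FPKM of 66.9 ± 4.14 (SD, n = 3) under HN and 8.25 ± 3.56 under MN. Its log2 fold change was 3.00 (SE 0.37, adjusted p = 0.0986 by edgeR, 1.88e-10 by DESeq2, at most 0.5 over the alternatives), and edgeR called it without MN S3 replicate B (3.32). Ebr02G065060 (aromatic aminotransferase) had 152 ± 55.9 and 65.2 ± 9.59 (1.19, SE 0.32, adjusted p = 0.144 by edgeR, 0.0285 by DESeq2, at most 0.512). Ebr02G071730 (lamin-like protein) had 74.0 ± 27.7 and 31.7 ± 3.06 (1.20, SE 0.31, adjusted p = 0.142 by edgeR, 0.0319 by DESeq2, at most 0.512), and edgeR called it without HN S3 replicate C (1.49). In LN vs MN neither tool called any of the 3, and the replicates of each overlapped. Over the 12 genes that the paper's Table S4 lists for LN, 8 were lower and 4 higher at S3 than under MN. edgeR called 0 of them over all genes tested (smallest adjusted p 0.631) and 12 adjusted over the list alone, and DESeq2 called 12. The study chose that list on these samples, so the count over the list alone is not independent evidence. Its beta-amylase gene Ebr04G008830 changed by 1.77 (SE 0.25, adjusted p = 0.631 by edgeR, 0.000167 by DESeq2, at most 1) and its nitrite reductase gene Ebr04G050620 by -1.62 (SE 0.31, adjusted p = 0.75 by edgeR, 0.0156 by DESeq2, at most 1).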

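The UGT gene Ebr06G044290 (chromosome 6, 348502562 to 348503337) had 5, 488 and 483 counts in the MN replicates A, B and C at S3, and 0, 3 and 1 in the HN replicates. Under LN its log2 fold change was -5.45 (SE 1.51, adjusted p = 0.968 by edgeR, 0.00149 by DESeq2, at most 1 over the alternatives), and it stayed between -6.03 and -4.95 with 1 library left out. Under HN the adjusted p was 0.115 by edgeR and 2.83e-06 by DESeq2 (at most 0.507), and the fitted fold change rests on counts near 0. MN replicate A had 0.477 FPKM, within the range of the LN replicates (0.476 to 1.04), so the difference rests on MN replicates B and C. Reads of this gene may be split among near-identical UGT copies.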

Flavonoid metabolism: *UGT* (UDP-glycosyltransferase; Ebr06G044290), *EpF3H* (*Ebr04G062950*).

**Figure 8:**
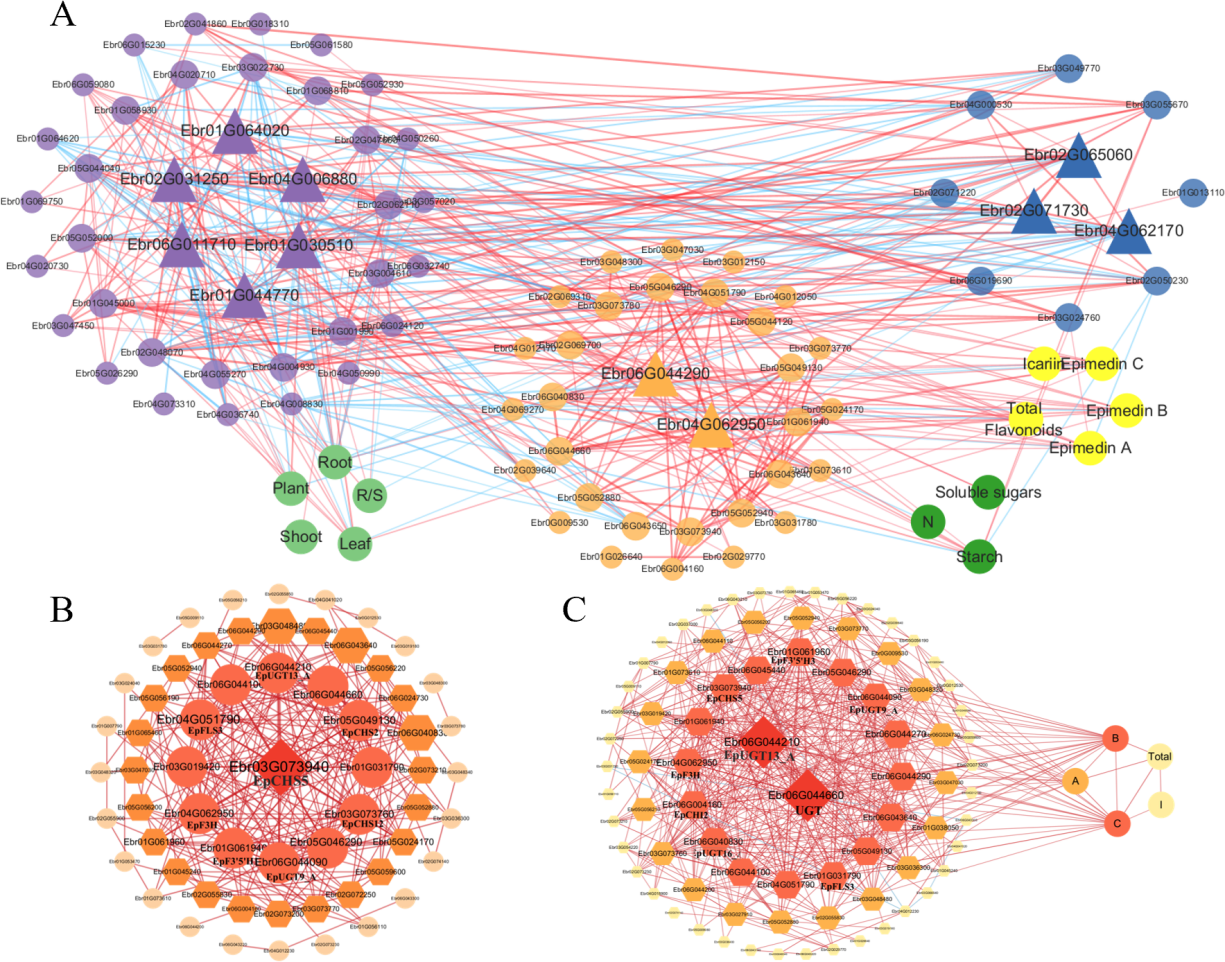
Integrated correlation networks of metabolic pathways and flavonoid biosynthesis in *E*. *pubescens*. **(A)** Tripartite correlation network integrates three categories: genes [carbon metabolism genes (purple nodes), nitrogen metabolism genes (blue nodes), and Epimedium icariin-type flavonoid biosynthetic genes (orange-yellow nodes)], metabolites [icariin-type flavonoids (bright yellow nodes), carbon metabolites (green nodes)], and physiological traits (light green nodes). **(B)** Correlation network diagram of genes related to Icariin-type flavonoid synthesis. **(C)** Network diagram combining genes related to Icariin-type flavonoid synthesis with the content of Icariin-type flavonoids. A/B/C, Epimedin A/B/C; I, Icariin. Edges represent Pearson correlations (|*r*| > 0.70): red = positive, blue = negative; thickness scales with |*r*|. Hub genes (triangular or prism nodes) were identified by maximal node degree.

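EpCHS5 (Ebr03G073940, chromosome 3, 611383471 to 611384976) had an FPKM at S3 of 88.9 ± 112 (SD, n = 3) under MN, 8.88 ± 8.38 under LN and 8.06 ± 5.74 under HN. The log2 fold change was -3.32 for LN vs MN (SE 1.45, adjusted p = 0.968 by edgeR, 0.199 by DESeq2, at most 1) and -3.47 for HN vs MN (SE 1.19, adjusted p = 0.187 by edgeR, 0.00648 by DESeq2, at most 0.523), and without MN S3 replicate B it was -1.46 and -1.61. The UGT gene Ebr06G044660 (chromosome 6, 351380608 to 351381978) had 27.98 ± 27.99 under MN, 1.74 ± 1.20 under LN and 1.43 ± 0.883 under HN. On the log2 scale it changed by -4.00 under LN (SE 1.18, adjusted p = 0.968 by edgeR, 0.0135 by DESeq2, at most 1) and -4.30 under HN (SE 1.082, adjusted p = 0.139 by edgeR, 0.00011 by DESeq2, at most 0.512). EpUGT13_A (Ebr06G044210) changed by -1.53 under LN (SE 0.70, adjusted p = 0.968 by edgeR) and -1.49 under HN (SE 0.59, adjusted p = 0.228 by edgeR), and DESeq2 called neither (0.644 and 0.176, at most 1 and 0.591). Without MN S3 replicate B it changed by -0.90 and -0.85. Every LN and HN replicate of both UGT genes lay below every MN replicate.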

Subnetworks focusing on flavonoid biosynthesis (**Figure 8B**) and gene-flavonoid associations (**Figure 8C**) highlighted additional regulators: *EpCHS5* (*Ebr03G073940*; chalcone synthase), *UGT* (*Ebr06G044660*), *EpUGT13_A* (*Ebr06G044210*).

Notably, Epimedin B/C exhibited stronger correlations with flavonoid pathway genes than other icariin-type flavonoids, suggesting their transcriptional responsiveness to metabolic perturbations.

### 3.6 *MYB1* and *MYB12* regulate flavonoid metabolism in response to nitrogen levels

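The deposited files annotate 2707 genes as transcription factors or regulators. Among the DEGs of LN vs MN and HN vs MN at S3, edgeR called 0 of them, with 58 of 1242 tested at an unadjusted p under 0.05 for LN and 229 of 1276 for HN. DESeq2 called 87, of which 12 are annotated as MYB or MYB-related, 7 as NAC and 4 as WRKY. For HN vs MN it called 85, with 68 higher and 17 lower, and 70 of these had an unadjusted edgeR p under 0.05. For LN vs MN it called 2. In turn, edgeR called 12 without MN S3 replicate B and 3 without HN S3 replicate C. DESeq2's count was 23 without HN S3 replicate A, 29 without HN S3 replicate B, 179 without HN S3 replicate C, 162 without MN S3 replicate B and 57 without MN S3 replicate C.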

Among DEGs in S3 stage (48DAT), 88 transcription factors were identified, including *MYB*, *NAC*, *WRKY* families. *NAC* and *WRKY* are known stress-responsive TFs in plants (Wani et al., 2021), while the *MYB* family is typically involved in regulating flavonoid biosynthesis pathways (Liu et al., 2015; Naik et al., 2022). 

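The FPKM of MYB1 (Ebr04G001770) and MYB12 (Ebr01G065030) was set against that of 19 flavonoid genes each over the 9 libraries of S3, which gave 38 relations. MYB1 correlated with the UGT gene Ebr06G044290 with Pearson r = 0.924 (exact permutation p = 0.0172, adjusted p = 0.131) and Spearman rho = 0.803 (exact permutation p = 0.0152, adjusted p = 0.0625). With the UGT gene Ebr06G045440 it gave r = 0.921 (exact permutation p = 0.0165, adjusted p = 0.131) and rho = 0.767 (exact permutation p = 0.0238, adjusted p = 0.0646). For MYB12 and Ebr06G044290, r was 0.903 (exact permutation p = 0.0146, adjusted p = 0.131) and rho 0.733 (exact permutation p = 0.0311, adjusted p = 0.0788). For MYB12 and Ebr06G045440, r was 0.905 (exact permutation p = 0.0091, adjusted p = 0.131) and rho 0.900 (exact permutation p = 0.00203, adjusted p = 0.039). MN replicates B and C lay farthest from the median of both MYB genes. Without them r fell to 0.333 (exact permutation p = 0.5) and 0.327 (p = 0.452) for MYB1, and to 0.705 (p = 0.0661) and 0.228 (p = 0.611) for MYB12, in the order above. Of the 7 libraries left, 5 have 0 FPKM of MYB1, so the values for MYB1 without MN replicates B and C rest on few nonzero values. Over all 27 libraries r was 0.785 (permutation p = 0.00283) and 0.384 (p = 0.0505) for MYB1, and 0.238 (p = 0.104) and 0.120 (p = 0.504) for MYB12. With the treatment means removed at S3, r was 0.820 and 0.807 for MYB1, and 0.829 and 0.809 for MYB12. Values with the treatment means removed can be exchanged only within a treatment, which was not done, so no p is given for them. MYB1 had 0 FPKM in every HN library and at most 0.155 in LN, so its r there rests on the MN libraries. The alternative that moved the family most was log2(FPKM + 1), under which 18 relations had an adjusted p below 0.05, against 0 on FPKM.

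**Figure D2:**
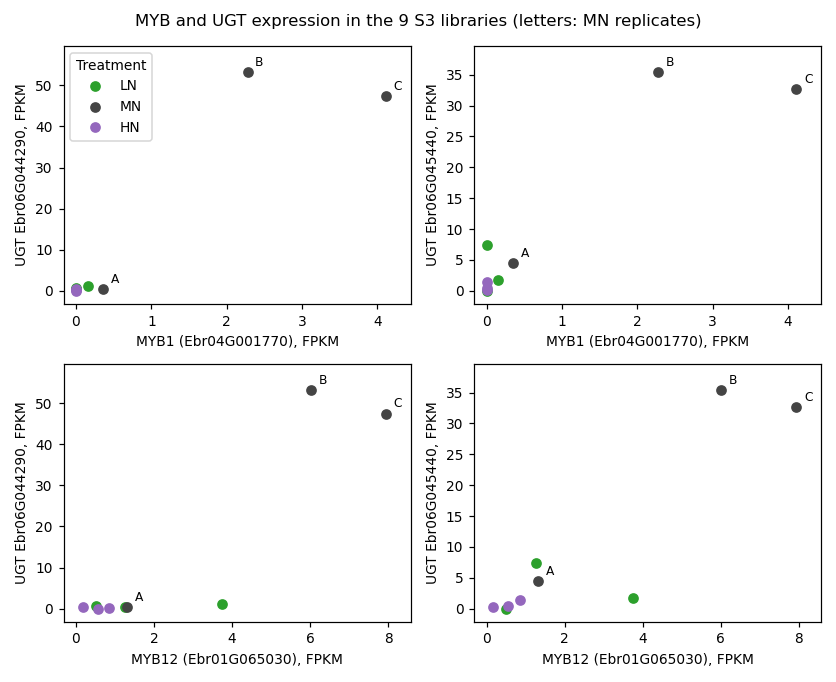
FPKM of the UGT genes Ebr06G044290 and Ebr06G045440 (vertical axes) against that of MYB1 and MYB12 (horizontal axes) in the 9 libraries of S3, each point a library coloured by treatment, with letters for MN replicates. MN replicates B and C have 47.5 to 53.2 FPKM of Ebr06G044290, and the other 7 libraries at most 1.04.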

Co-expression analysis revealed that *MYB1* (Ebr04G001770) and *MYB12* (Ebr01G065030) showed strong correlations (Pearson >0.9) with *UGT* genes (Ebr06G045440, Ebr06G044290). Notably, *MYB12* exhibited broader network connectivity than *MYB1* (**Figure 8**), suggesting its potential prominence in nitrogen-responsive flavonoid regulation. 

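Of the 19 relations of each gene, 0 for MYB1 and 1 for MYB12 had r above 0.7 at an exact permutation p below 0.01, and r was above 0.9 in 2 for each. The paper draws its edges at the same cutoffs of r and p without naming the test behind p. The counts at those cutoffs therefore do not tell whether its edges are reproduced. The median r was 0.565 for MYB1 and 0.617 for MYB12, and the median rho 0.639 and 0.733. After Benjamini-Hochberg adjustment 0 Pearson relations passed 0.05 for either gene, and 1 Spearman relation did for MYB1 and 2 for MYB12. The 3 Spearman relations became 14 without LN S3 replicate B, 10 without LN S3 replicate C, 4 without LN S3 replicate A, and 0 without any single MN or HN library. With 1 library left out the number of Pearson relations that passed was 0 or 1, and on log2(FPKM + 0.1) it was 15.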

Key flavonoid genes (e.g., *EpFLS3*, *EpF3H*) displayed varying correlation strengths with both TFs across N levels (**Figure 9**). These patterns align with known *MYB* functions in flavonoid biosynthesis in other plants (Liu et al., 2015; Naik et al., 2022), although direct regulatory relationships require experimental confirmation.

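EpFLS3 correlated with MYB1 with r = 0.610 and with MYB12 with r = 0.673 over the 9 S3 libraries, and EpF3H with r = 0.701 and 0.735. Their adjusted exact permutation p lay between 0.141 and 0.171. With 1 library left out, r for EpFLS3 ranged from 0.590 to 0.983 with MYB1 and from 0.648 to 0.854 with MYB12, and r for EpF3H from 0.687 to 0.991 and from 0.717 to 0.849. With the treatment means removed, r was 0.238 and 0.4298 for EpFLS3 and 0.301 and 0.461 for EpF3H, in the order MYB1 and MYB12. No p is given for these, as above. Over all 27 libraries it was 0.502 (permutation p = 0.029) and 0.145 (p = 0.416) for EpFLS3 and 0.0944 (p = 0.664) and 0.294 (p = 0.132) for EpF3H. Correlations within single nitrogen levels were not computed, since each level has 3 libraries at S3.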

**Figure 9:**
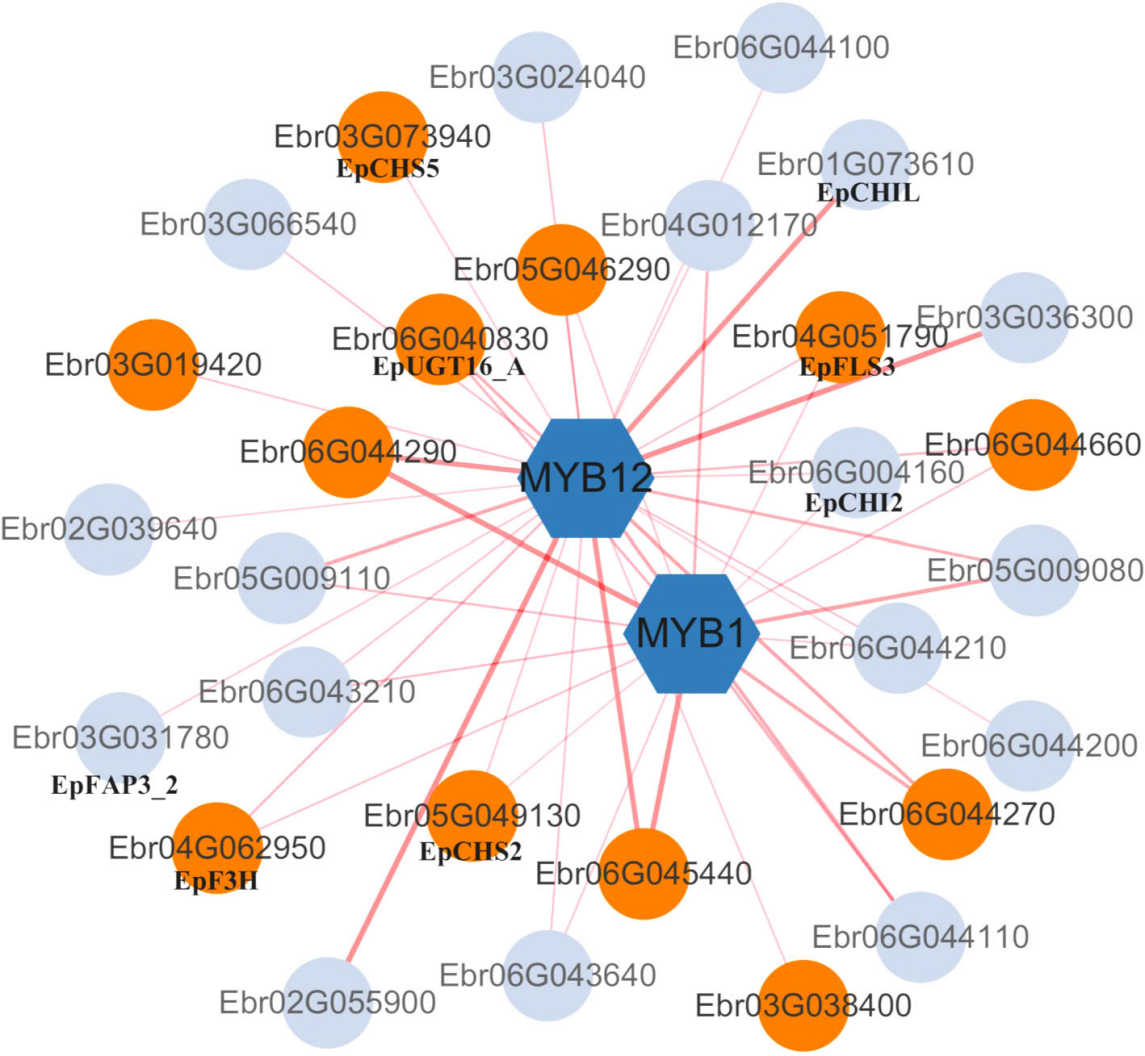
Co-expression network of MYB transcription factors and flavonoid metabolism-related genes. Orange-red nodes represent differentially expressed genes (DEGs; |log_2_FC| > 1, *p*-adj < 0.05). Edges indicate significant Pearson correlations (|r| > 0.70, *p* < 0.01), with thickness proportional to |r|.

### 3.7 Validation of differentially expressed genes through RT-qPCR

To verify the reliability of the RNA-Seq data results, RT-qPCR was utilized to further examine the expression levels of differentially expressed genes (DEGs) between different treatments. Key genes primarily involved in flavonoid synthesis among the DEGs were selected for validation. The RT-qPCR results showed that the expression trends of the selected 10 DEGs were consistent with the transcriptome data, thereby confirming the reliability of the RNA-Seq data used in this study (**Figure 10**).

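For the 10 genes measured by RT-qPCR, the mean FPKM of each treatment at S3 was divided by the highest of the 3 treatment means. The SD of a ratio is the SD of that treatment's replicates over the same highest mean. It leaves out the spread of the replicates behind the highest mean. MN had the highest mean in 9 of the 10, and LN in EpPT5. The ratio of the LN mean was 0.361 ± 0.333 (SD, n = 3) for MYB12, 0.142 ± 0.107 for EpF3H, 0.0999 ± 0.0943 for EpCHS5, 0.175 ± 0.1699 for EpCHS2, 0.132 ± 0.0956 for EpUGT16_A, 0.141 ± 0.184 for EpPAL2, 0.212 ± 0.145 for EpFLS3, 0.433 ± 0.216 for EpPT8 and 0.0388 ± 0.0291 for EpF3'5'H1. The ratio of the HN mean was 0.103 ± 0.0670 (SD, n = 3) for MYB12, 0.132 ± 0.0575 for EpF3H, 0.0907 ± 0.0646 for EpCHS5, 0.135 ± 0.0927 for EpCHS2, 0.0659 ± 0.0479 for EpPT5, 0.145 ± 0.0233 for EpUGT16_A, 0.157 ± 0.0691 for EpPAL2, 0.2402 ± 0.0660 for EpFLS3, 0.322 ± 0.146 for EpPT8 and 0.0988 ± 0.0279 for EpF3'5'H1. Ratios of mean log2(FPKM + 1) moved 19 of the 30 ratios by more than 1 SD, for example EpF3H under LN to 0.679. Without MN S3 replicate B the ratios under LN and HN became 0.305 and 0.777 for EpF3'5'H1, 0.243 and 0.226 for EpF3H, 0.3575 and 0.325 for EpCHS5, 0.4605 and 0.356 for EpCHS2, 0.233 and 0.2565 for EpUGT16_A, 0.310 and 0.346 for EpPAL2, 0.4296 and 0.486 for EpFLS3 and 0.652 and 0.484 for EpPT8. Without LN S3 replicate A the LN ratio was 0.0852 for EpF3H, 0.0521 for EpCHS5, 0.0866 for EpCHS2, 0.08375 for EpUGT16_A and 0.0355 for EpPAL2, and the HN ratio of EpPT5 0.110. The LN ratio of MYB12 was 0.174 without LN S3 replicate B, and the HN ratio without HN S3 replicate C was 0.0542 for EpCHS5, 0.0821 for EpCHS2 and 0.0383 for EpPT5. At S3, 9 of the 10 genes were lower than under MN for LN (median log2 fold change -2.66) and 10 of 10 for HN (median -2.88), and without MN S3 replicate B the medians were -1.39 and -1.57. edgeR called 0 over all genes tested in either comparison, and 0 for LN and 9 for HN adjusted over the list alone, while DESeq2 called 2 for LN and 9 for HN. The 9 over the list alone became 0 without HN S3 replicates A or B, 5 without MN S3 replicate B, 1 with the replicate block and 0 with limma on log2(FPKM + 1), and the 0 for LN became 2 without LN S3 replicate A, MN S3 replicate A or the filter on low counts, and 8 in a fit of all 27 libraries. The study chose these genes on these samples, so the counts over the list alone are not independent evidence.

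**Figure D3:**
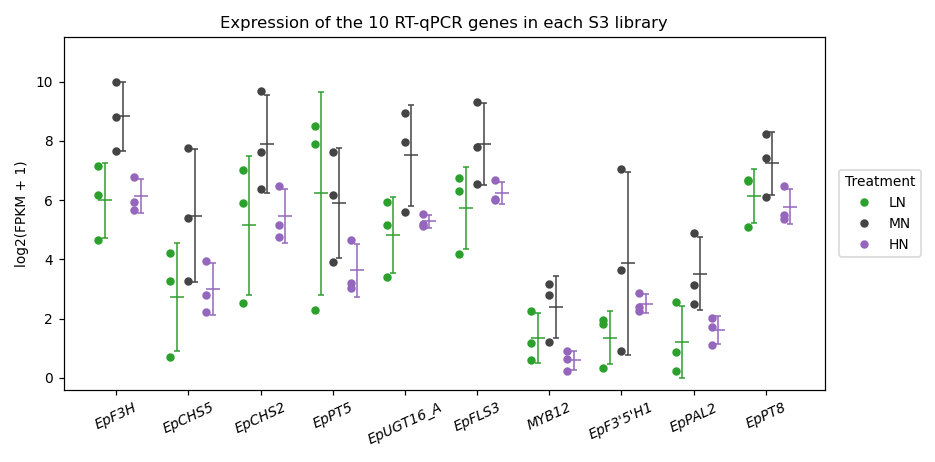
Expression of the 10 RT-qPCR genes (horizontal axis) in each S3 library, as log2(FPKM + 1) on the vertical axis, with points for the 3 libraries of LN, MN and HN and bars for the mean and SD. MN has the highest mean FPKM in 9 of the 10 genes, and its 3 EpF3'5'H1 libraries have 0.870, 11.3 and 132 FPKM.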

**Figure 10:**
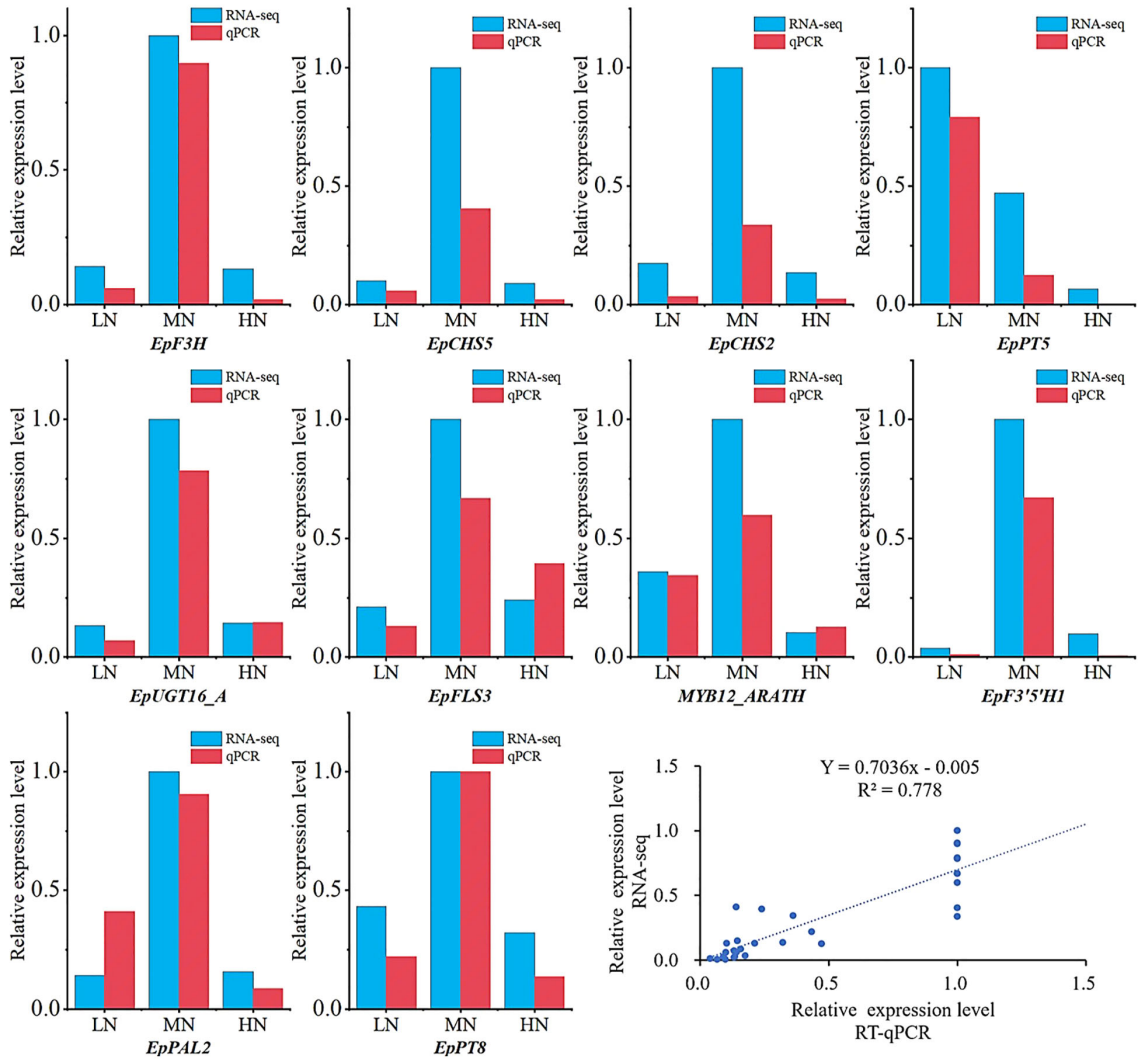
Validation of transcriptomic data by RT-qPCR at the S3 stage. Expression levels of selected genes: Transcriptomic data (blue bars, log_2_-transformed FPKM) and RT-qPCR results (red bars, normalized to reference genes). Correlation scatterplot between RT-qPCR (x-axis) and RNA-seq (y-axis) data.

## 4 Discussion

Nitrogen is a crucial nutrient element for plant growth and productivity, but both excess and deficiency of nitrogen fertilizer can adversely affect plants. The medicinal plant *Epimedium pubescens* (*E. pubescens*), which has high medicinal value and is widely used in traditional Chinese medicine, primarily contains flavonoids as its active ingredients. However, the physiological and molecular mechanisms underlying the adaptation of *E. pubescens* to different nitrogen levels remain unclear. This study analyzed the effects of various nitrogen levels on the growth, carbon metabolites, and flavonoid accumulation in *E. pubescens*, and revealed two response mechanisms of the plant to nitrogen deficiency and excess stress.

### 4.1 Effects of nitrogen deficiency and excess nitrogen stress on the appearance and growth of *E. pubescens*

Under appropriate nitrogen levels (MN treatment, 7.5 mM NO_3_^-^), the growth and development of *E. pubescens* plants were normal, with healthy leaf color. However, under nitrogen deficiency stress, the leaves exhibited a pale green color, while under excessive nitrogen stress, the leaves turned scorched brown (**Figure 1A**). This change in appearance closely resembles the visual observations reported in pear seedlings grown hydroponically under varying nitrogen levels (Chen et al., 2018). The pale green color of leaves due to nitrogen deficiency stress is related to a decrease in chlorophyll content (**Figure 1E**). On the one hand, the nitrogen content in leaves significantly decreased (**Figure 2A**), resulting in a reduction of substances available for chlorophyll synthesis (Hudson et al., 2011); on the other hand, the “Porphyrin and chlorophyll metabolism” pathway in leaves was downregulated (**Supplementary Table S6**), leading to enhanced chlorophyll decomposition and conversion into mobile forms, which were then transported to new growth sites (Hudson et al., 2011; Havé et al., 2017).The browning of leaves caused by excessive nitrogen stress may be associated with water stress under HN treatment (Wang et al., 2021) and reduced potassium (K) and phosphorus (P) content (Chen et al., 2018), which leads to excessive ROS accumulation in leaves and subsequent cellular structural damage. However, in this study, the chlorophyll content of HN-treated leaves was higher than that of LN-treated leaves (**Figure 1E**), while both HN and LN treatments exhibited a decline in photosynthetic rate with no significant difference between them (**Figure 1D**). This discrepancy may be attributed to the multifaceted regulation of photosynthetic rate. Under LN conditions, the decline in photosynthetic rate is primarily due to chlorophyll limitation, whereas under HN conditions, factors such as water stress or excessive ROS accumulation may lead to cellular structural damage (Wang et al., 2021; Xing et al., 2021), or reduced Rubisco enzyme activity (Zhang et al., 2020). Further studies could investigate ultrastructural differences in leaves and changes in Rubisco enzyme activity to elucidate the underlying mechanisms of this phenomenon. Furthermore, under these two stresses, the downregulation of gene expression in the “Photosynthesis-antenna proteins” pathway in *E. pubescens* leaves leads to reduced efficiency in light energy harvesting and absorption, as well as impaired photoprotection ability (Bag, 2021), ultimately resulting in a decline in photosynthetic rate.

Nitrogen deficiency also increased the root-to-shoot ratio of the plants. Studies on soybeans and corn have confirmed that reduced nitrogen supply usually increases the accumulation of indole-3-acetic acid (IAA) in plant roots, thereby promoting root elongation (Caba et al., 2000; Tian et al., 2008). Additionally, low nitrogen stress may promote the transport of carbon assimilates and nitrogen nutrients to the roots (Lemoine et al., 2013; Liu et al., 2021b), which is beneficial for enhancing the foraging ability of plant roots (Giehl and von Wiren, 2014). Excessive nitrogen stress, on the other hand, results in a decrease in root biomass (**Figure 1C**), which may be related to a decrease in photosynthetic rate and carbon assimilation, as well as the plant’s reduction of nitrogen absorption by slowing down root growth (Cun et al., 2023). The effects of nitrogen deficiency and excessive nitrogen stress on plant roots are similar to those observed in studies on *Panax notoginseng* and *Cotton* (Chen et al., 2020; Cun et al., 2023).

### 4.2 Transcriptional strategies of *E. pubescens* in response to nitrogen deficiency and excess nitrogen stress

Under nitrogen deficiency and excess nitrogen stress, the number of differentially expressed genes (DEGs) obtained from *E. pubescens* leaves at S1-S3 stages (24 -48 DAT) exhibited different trends (**Figure 3**). Specifically, during the S2 stage (36 DAT), the number of DEGs under nitrogen deficiency stress (LN, 0 mM NO_3_^-^) peaked and then significantly decreased during the S3 stage (48 DAT), with a notable increase in the proportion of downregulated genes. In contrast, the number of DEGs under excess nitrogen treatment (HN, 22.5 mM NO_3_^-^) gradually increased over time, reaching a maximum at the S3 stage, with most DEGs showing upregulation (**Figure 3**). Therefore, it is reasonable to hypothesize that the transcriptional response strategies of *E. pubescens* leaves under nitrogen deficiency and excess nitrogen stress differ: under nitrogen deficiency stress, the leaves may reach their highest response level at the S2 stage (36 DAT), while under nitrogen excess stress, the most active response occurs at the S3 stage.

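Whether the effect of a treatment differs between stages was tested directly, as an interaction over the 12 libraries of the 2 treatments and 2 stages with edgeR's quasi-likelihood test. The LN effect differed between S3 and S2 in 2 genes and between S3 and S1 in 2 genes, and the HN effect differed between S3 and S1 in 0 genes, at an adjusted p below 0.05. DESeq2 gave 465, 298 and 855 genes for the same contrasts. With 1 library left out, edgeR's 2 genes for LN between S3 and S2 became 0 without LN S2 replicates A or C or MN S3 replicates B or C, 1 without LN S2 replicate B or MN S2 replicates B or C, 7 without LN S3 replicate A and 27 without MN S2 replicate A. The 2 genes between S3 and S1 became 0 without LN S1 replicate A, LN S3 replicates A or C, MN S1 replicates B or C or MN S3 replicates B or C, 1 without LN S3 replicate B, 6 without LN S1 replicate C and 7 without MN S1 replicate A. For HN the count rose to 117 without HN S1 replicate A, 1 without HN S1 replicate C, 162 without HN S3 replicate C, 30 without MN S3 replicate A and 16 without MN S3 replicate B.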

In the later stages of nitrogen deficiency stress (S3 stage, 48 DAT), the leaves transition from a storage reservoir of nutrients to a source of nutrient transport, with enhanced decomposition and senescence, and are discarded to decompose and produce nitrogen sources for other organs (Havé et al., 2017). Therefore, their transcriptional response weakens in the later stages (**Figure 3**). This is similar to the transcriptional response strategy found in previous studies of *E. pubescens* under phosphorus deficiency stress (Liu et al., 2024). 

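All 16 antenna genes that the paper's Table S6 lists for LN were lower than under MN at S2, with a median log2 fold change of -1.99. edgeR called 0 of them over all genes tested (smallest adjusted p 0.109) and 16 adjusted over the list alone (2 in a fit of all 27 libraries), and DESeq2 called 16. Without MN S2 replicate A edgeR called 1 over all genes, Ebr02G017740 (log2 fold change -2.86). The 3 porphyrin genes listed for S2 were all lower (median -1.38), with 0 called by edgeR over all genes (smallest adjusted p 0.182), 3 adjusted over the list alone and 3 by DESeq2. The 3 listed for S3 were also lower (median -2.24), with 0 called by edgeR over all genes (smallest adjusted p 0.968), 1 adjusted over the list alone and 0 by DESeq2. That 1 became 0 without LN S3 replicates A or C or MN S3 replicates B or C, with the replicate block and with limma on log2(FPKM + 1), and 2 without MN S3 replicate A, without the filter on low counts and in a fit of all 27 libraries. Table S6 was chosen on these samples, so the counts over the lists alone are not independent evidence.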

The downregulation of cell wall-related gene expression and the “Porphyrin and chlorophyll metabolism” pathway in leaves under nitrogen deficiency stress further support this view (**Figure 4A**; **Supplementary Table S6**). Under excess nitrogen stress, plants may transfer excess nitrogen to senescent or mature leaves through nitrate transporter proteins and other pathways (**Supplementary Figure S2**) to alleviate stress pressure on other parts (such as bud). 

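Of the nitrate transporter genes in Fig. S2, 6 listed as higher under HN at S1 were higher in these libraries, and 0 were called by edgeR over all genes tested (smallest adjusted p 0.113), 6 adjusted over the list alone and 6 by DESeq2. The count over the list alone was 3 with the replicate block and 3 with limma on log2(FPKM + 1). The study chose this list on these samples, so the counts over the list are not independent evidence. The largest fitted change with counts in both groups was 4.10 for NPF6.2 (Ebr05G002630), followed by 3.43 for NPF8.3 (Ebr03G038890), 3.05 for NPF5.2 (Ebr05G011160), 2.47 for NPF7.3 (Ebr04G006870) and 1.47 for NPF5.4 (Ebr03G019830). NPF6.2, NPF8.3 and NPF7.3 were called by edgeR without HN S1 replicate A. NRT3.1 (Ebr03G038440) had 1, 51 and 47 counts under HN and 0 in every MN replicate, at least 10.7-fold higher against a floor of 3 counts per library. The NPF2.3 genes Ebr03G061500 and Ebr03G061490, listed as lower, changed by -2.31 (SE 0.42, adjusted p = 0.118 by edgeR, 5.5e-05 to 0.435 over the alternatives) and -1.91 (SE 0.37, adjusted p = 0.132 by edgeR, 0.00203 to 0.524). At S2, 5 of 6 genes listed as higher were higher, by log2 fold changes from 1.23 to 2.66, with 0 called by edgeR (smallest adjusted p 0.092), 5 adjusted over the list alone and 5 by DESeq2. The exception, NRT3.1 (Ebr03G038640), changed by -0.91 (SE 1.35, adjusted p = 0.764 by edgeR, 0.494 to 0.945 over the alternatives), and by -0.28 without MN S2 replicate B, -0.33 without HN S2 replicate A and -1.45 without MN S2 replicate A. Without MN S2 replicate A, edgeR called NPF8.1 (Ebr03G035950, 1.47). At S3 NRT2.5 (Ebr05G019930) changed by 2.76 and NRT2.7 (Ebr03G055670) by -3.14 (adjusted p = 0.154 and 0.147 by edgeR, 0.00864 and 0.00144 by DESeq2, both at most 0.512), the latter by -2.04 without MN S3 replicate C, and the NRT2.1 match on chromosome 3 had 41, 26 and 16 counts under HN and 0, 0 and 1 under MN. The whole nitrate transporter family was not called at S1 (camera adjusted p = 0.374), S2 (0.15) or S3 (0.573).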

In the later stages of excess nitrogen stress (S3 stage, 48 DAT), the accumulation of excess nitrogen further increases, affecting more leaves and stimulating a more active transcriptional response.

The significant upregulation of the “Starch and sucrose metabolism” pathway at different stages under different nitrogen stresses also supports this view. “Starch and sucrose metabolism” is a common upregulated pathway in plants under stress responses, contributing to the production of more energy and soluble sugars to cope with stress (Li and Li, 2005; Chen et al., 2023). Specifically, this pathway was most significantly upregulated during the S2 stage (36 DAT) under nitrogen deficiency stress and during the S3 stage (48 DAT) under excess nitrogen stress (**Figures 4B, D**). Consequently, the content of carbon metabolites (soluble sugars and starch) decreased in leaves under nitrogen deficiency and nitrogen excess stress (**Figure 2A**).

Both nitrogen deficiency and excess stress led to the downregulation of the “Flavonoid biosynthesis” pathway in the later stages (**Figures 4B, D**, **7B**), which accounted for the decrease in Icariin-type flavonoids content in the leaves (**Figure 2B**). 

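Over the 14 genes of the icariin-type flavonoid pathway labelled in Fig. 7B, 11 were lower than under MN at S3 in each comparison, though not the same 11, with a median log2 fold change of -2.37 for LN and -2.44 for HN, and of -1.15 and -1.44 without MN S3 replicate B. edgeR called 0 over all genes tested in either comparison, with a smallest adjusted p of 0.817 for LN and 0.123 for HN. DESeq2 called 3 for LN, all lower, and 12 for HN, of which 10 were lower and 2 higher. Adjusted over the list alone, edgeR called 0 for LN and 12 for HN, which is not independent evidence because the study chose the list on these samples. In fits without 1 library the latter count was 0 without HN S3 replicates A or B and 7 without MN S3 replicate B, and it was 4 with the replicate block and 6 with limma on log2(FPKM + 1). The count for LN was 1 without MN S3 replicate C or with the replicate block, 3 without the filter on low counts and 9 in a fit of all 27 libraries. From the lower expression of the pathway under nitrogen deficiency and excess in the later stages, the paper reasons that it accounted for the decrease in icariin-type flavonoids in the leaves.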

The upregulation of “Anthocyanin biosynthesis” pathway under nitrogen deficiency stress, which may be related to the damage of the leaf photosynthetic system and the decrease in chlorophyll content, could protect the leaves from light damage (Ferreira Da Silva et al., 2012). In the later stages of excess nitrogen stress, the “Phenylpropanoid biosynthesis” and “Cutin, suberine, and wax biosynthesis” pathways were upregulated in *E. pubescens* leaves (**Figures 4D**, **5**). This upregulation might be related to the water stress experienced by the leaves (Wang et al., 2021). It promoted lignin synthesis, enhanced the leatheriness and waxiness of the leaves, which helped reduce water loss and increase the plant’s tolerance to stress (Wu et al., 2022).

Different nitrogen levels affected the ion binding of nutrient elements within plants. In this study, “copper ion binding” was upregulated under nitrogen deficiency stress, while “calcium ion binding” and “iron ion binding” were upregulated under excess nitrogen stress (**Figure 4C**). Studies on pear cultivation at different nitrogen levels found significant changes in the content of calcium, magnesium, and iron ions in leaves (Chen et al., 2018). This might be related to the synergistic absorption and antagonism between nitrogen and other mineral elements (Feil and B Nziger, 1993).

Furthermore, the “Circadian rhythm-plant” pathway was downregulated in the later stages of excess nitrogen stress. 

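At S3 under HN, 15 of 23 circadian genes were lower than under MN (median log2 fold change -0.26, camera adjusted p = 0.228, 0.131 to 0.416 with 1 library left out). Without tRNA CCA-adding enzyme genes that the keyword had matched, 2 of the 23, an alternative chosen after seeing the data, 13 of 21 were lower (median -0.23).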

Nitrate serves as a non-photonic signal in the plant’s circadian rhythm system (Roenneberg and Rehman, 1996), and similar phenomena have been observed in other plants. Cultivation of walnut seedlings at different nitrogen levels found that nitrogen signals might affect the circadian rhythm by regulating genes such as CRY1 and LHY (Song et al., 2022).

### 4.3 WGCNA reveals common modules in *E. pubescens* responses to nitrogen deficiency and excess stress

WGCNA revealed gene modules (grey60 module) with similar expression patterns under nitrogen deficiency and excess stress (**Figure 6C**). The KEGG enrichment results of the grey60 module demonstrated that, in addition to pathways related to carbon and nitrogen metabolism (such as amino acid synthesis and carbohydrate metabolism), “Biosynthesis of cofactors” was also enriched. This indicated that both nitrogen stresses affected carbon and nitrogen metabolism in *E. pubescens* leaves, and further, due to the impact on cofactor biosynthesis, they potentially influenced enzyme activities in other metabolic processes. Additionally, the enrichment of “Porphyrin metabolism” suggested that, both nitrogen deficiency and excess stresses impact chlorophyll structure. “Sphingolipid metabolism” was also enriched (**Figure 6D**), suggesting that both stresses might disrupt the structure of cell membranes. While nitrogen deficiency might lead to chlorophyll degradation for reuse, excess nitrogen stress could damage chloroplast structure due to ROS accumulation (**Figure 6D**). Meanwhile, in the later stages of excess nitrogen stress, the upregulation of the “Glutathione metabolism” pathway (**Figure 4C**) helps alleviate ROS accumulation (Gao et al., 2023), further demonstrating the complex interplay between nitrogen status and metabolic pathways in *E. pubescens*.

In addition to generating active transcriptional responses, *E. pubescens* leaves under these two stresses also responded through post-transcriptional regulation, as evidenced by the enrichment of “Aminoacyl-tRNA biosynthesis” and “RNA degradation” (**Figure 6D**).

### 4.4 Nitrogen deficiency and excess nitrogen stress significantly affect the carbon-nitrogen metabolism balance and icariin-type flavonoid metabolism in *E. pubescens*

Under nitrogen deficiency and excess nitrogen stress, significant changes occur in carbon-nitrogen metabolism. Photosynthesis, the initial pathway of plant carbon metabolism, is reduced in leaves under both nitrogen deficiency and excess stress (**Figure 1D**). As the main products of photosynthesis and important participants in carbon metabolism processes, starch and soluble sugars exhibit the same trend as photosynthesis under different nitrogen levels. Compared to optimal nitrogen levels, the contents of starch and soluble sugars are significantly reduced under nitrogen deficiency and excess stress (**Figure 2A**). This change is related to both the impairment of photosynthesis in plants and the regulation of internal carbon metabolism-related enzyme activity and gene expression by nitrogen levels (Zhang et al., 2020). Transcriptome analysis results show that “Starch and Sucrose Metabolism” is the primary carbon metabolism pathway affected in *E. pubescens* under nitrogen deficiency and excess stress (**Figures 4B, D**). After optimal nitrogen application, the nitrogen content in leaves significantly increases, but excess nitrogen application has a limited effect on further increasing leaf nitrogen content (**Figure 2A**), resulting in decreased nitrogen use efficiency in plants. This is because plants have limited nitrogen absorption rates and capacities, and the remaining excess nitrogen after absorption is lost, leading to reduced nitrogen use efficiency. In summary, optimal nitrogen application promotes the accumulation of carbon metabolites in plants, while nitrogen deficiency and excess stress inhibit photosynthesis in *E. pubescens*, disrupting its internal carbon-nitrogen metabolism balance and reducing plant nitrogen use efficiency.

The disruption of carbon-nitrogen metabolic balance has impacts on various aspects such as the growth and development of *E. pubescens* and flavonoid metabolism. The metabolic pathway diagram (**Figure 7**) illustrates that carbon and nitrogen metabolism provide substrates for flavonoid synthesis. In particular, the accumulation of carbon metabolites plays a crucial role in providing the carbon skeleton. The effects of nitrogen deficiency and excessive nitrogen stress on the carbon-nitrogen metabolic balance result in a reduction in carbon metabolites, significantly decreasing the carbon substrate source for the flavonoid synthesis pathway, thereby hindering the synthesis and glycosylation modification of Icariin-type flavonoids and leading to a decrease in its content (**Figure 7B**). Similar results were also observed in studies of *Cyclocarya paliurus* (*C. paliurus*) and *Coreopsis tinctoria* (*C. tinctoria*). Deng B (Deng et al., 2019) found that the flavonoid content in *C. paliurus* was significantly positively correlated with total carbon content and starch levels. At moderate nitrogen levels, both starch and flavonoid contents in *C. paliurus* reached their highest levels. As nitrogen levels continued to increase, more carbon flowed into nitrogen metabolism, reducing carbon substrates and subsequently decreasing flavonoid content. Li Z (Li et al., 2021) found that low to moderate nitrogen levels promoted the accumulation of carbohydrates in *C. tinctoria* but reduced the content of nitrogen metabolites. Flavonoid content was significantly positively correlated with carbohydrate content and negatively correlated with nitrogen metabolite content. This confirms that insufficient or excessive nitrogen levels inhibit the accumulation of carbon-containing metabolites. The accumulation of carbon-containing compounds is a necessary but not sufficient condition for the increase of secondary metabolism, which aligns with the Growth-Differentiation Balance Hypothesis (Glynn et al., 2007), which suggests that appropriate nutrient levels (nitrogen levels) promote a balance between growth (primary metabolism) and differentiation (secondary metabolism). Transcriptional results showed that both LN and HN treatments significantly downregulated the expression of genes related to the flavonoid synthesis pathway at 48d, with most of the key genes in the Icariin-type flavonoid synthesis pathway showing downregulation (**Figure 7B**). RT-qPCR validated these results (**Figure 10**).

The downregulation of gene expression related to the flavonoid pathway under excessive nitrogen stress is consistent with many research findings, such as Xu X (Xu et al., 2022) found that “Fuji” Apple under high nitrogen downregulated the expression of structural genes (e.g., *MdPALs*, *Md4CLs*, *MdF3H*) and their regulators (*MdMYBs* and *MdbHLHs*) involved in the anthocyanin synthesis pathway. Liu J (Liu et al., 2021a) found that under high nitrogen levels, the expression levels of genes related to flavonoid synthesis (*PAL*, *CHI*, *CHS*, *F3H*) in hydroponic tea plant branches significantly declined. However, the downregulation of gene expression related to the flavonoid synthesis pathway in the leaves of *E. pubescens* caused by nitrogen deficiency is contrary to the results observed in many other species. For example, Shao CH (Shao et al., 2020) found that under nitrogen deficiency, the expression levels of key genes involved in the flavonoid synthesis pathway, such as *DFR*, *CHS*, and *CHFI*, were significantly upregulated in *Rice*. Huang H (Huang et al., 2018) found that nitrogen deficiency caused tea plants to accumulate various flavonoids and increased the expression levels of hub genes involved in flavonoid synthesis, such as *F3H*, *FNS*, *UFGT*, *bHLH35*, and *bHLH36*. This indicates that different species have different response mechanisms to nitrogen deficiency stress, and the trends in the expression changes of flavonoid synthesis-related genes are not conserved in the response to nitrogen deficiency stress among species.

### 4.5 Integrated regulatory network of carbon-nitrogen metabolism and icariin-type flavonoid biosynthesis

By constructing correlation networks of genes related to carbon and nitrogen metabolism, as well as flavonoid metabolism, from the LN and HN treatments (nitrogen deficiency and excessive nitrogen stress) during the S3 stage (48d) (**Figures 7**, **8**), we found that the hub genes regulating carbon metabolism in response to nitrogen levels are mainly involved in starch degradation and phosphorylation and decomposition of glucose, fructose, etc., such as Ebr01G064020 (α-amylase) and Ebr01G044770 (fructose-1,6-bisphosphatase). This is consistent with the research on *C. paliurus* by Deng B (Deng et al., 2019) and the study on *C. tinctoria* by Li Z (Li et al., 2021), indicating that starch content is the primary carbon metabolite affected by different nitrogen levels. The hub genes of nitrogen metabolism are primarily associated with amino acid synthesis, such as Ebr04G062170 (amidase) and Ebr02G065060 (aromatic aminotransferase). This aligns with the findings by Liu J (Liu et al., 2021a) that increased nitrogen levels lead to an increase in the free content of various amino acids in hydroponic tea plant branches, suggesting that nitrogen levels mainly influence amino acid content during nitrogen metabolism. The hub genes involved in the synthesis of Icariin-type flavonoids glycosides are related to the conversion of chalcones into flavones and the synthetic modification of flavones, such as Ebr06G044290 (*UGT*, UDP-glycosyltransferase) and Ebr04G062950 (*EpF3H*, flavanone 3-hydroxylase). These findings are similar to those of most studies affecting flavonoid genes, with significant changes in the expression levels of genes such as *F3H*, which are involved in the conversion of chalcones into flavones in tea plants under different nitrogen levels (Huang et al., 2018; Liu et al., 2021b). Research on Salix fluviatilis indicates that nitrogen deposition promotes methylation of flavonoids in male plants and glycosylation in females (Cai et al., 2023).

Furthermore, our study revealed differential expression of *MYB1* and *MYB12* under varying nitrogen stress conditions, with significant correlations to genes involved in the icariin-type flavonoid biosynthesis pathway, including *UGT* (Ebr06G045440), *UGT* (Ebr06G044290), *EpF3H* (Ebr04G062950), and *EpCHS5* (Ebr03G073940). However, while these high correlations suggest potential regulatory interactions, they do not confirm direct regulation of these genes by *MYB1* or *MYB12*, which requires further functional validation. 

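MYB1 (Ebr04G001770, chromosome 4, 10130498 to 10131486) had 5, 28 and 56 counts in the MN replicates at S3, 0 in every HN replicate, at least 10.1-fold lower against a floor of 3 counts per library (6.03-fold without MN S3 replicate C), and 0, 2 and 0 in the LN replicates. Its adjusted p was 0.148 by edgeR and 0.00188 by DESeq2 for HN vs MN (at most 0.507 over the alternatives), and 0.789 and 0.0997 for LN vs MN (at most 0.984). MYB12 (Ebr01G065030, chromosome 1, 560535919 to 560538130) had an FPKM of 5.09 ± 3.41 (SD, n = 3) under MN, 1.84 ± 1.70 under LN and 0.526 ± 0.341 under HN. MYB12 changed by -3.26 on the log2 scale for HN vs MN (SE 0.88, adjusted p = 0.145 by edgeR, 0.00589 by DESeq2, at most 0.512) and -1.45 for LN vs MN (SE 0.94, adjusted p = 0.968 by edgeR, 0.86 by DESeq2, 0.758 to 1 over the alternatives). The UGT gene Ebr06G045440 changed by -5.11 under HN (SE 1.06, adjusted p = 0.112 by edgeR, 1.28e-06 by DESeq2, at most 0.5) and by -2.98 under LN (SE 1.54, adjusted p = 0.968 by edgeR, 0.505 to 1 over the alternatives). EpCHS5 correlated over the 9 S3 libraries with MYB1 with r = 0.526 and with MYB12 with r = 0.598, and with the treatment means removed with r = 0.156 and 0.341. Over the 16 genes that the paper's text names, 9 were lower under LN and 11 under HN at S3, edgeR called 0 in either comparison over all genes tested, and DESeq2 called 3 for LN and 15 for HN. Adjusted over the list alone edgeR called 0 for LN and 16 for HN, which is not independent evidence because the study chose these genes on these samples. The count for LN was 4 without MN S3 replicate A, 3 without the filter on low counts and 5 in a fit of all 27 libraries. Without LN S3 replicate B the LN change of MYB12 was -2.52, and without LN S3 replicate A that of Ebr06G045440 was -4.78.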

Notably, in *Crocosmia crocosmiiflora*, *CcMYB1* has been experimentally shown to enhance 4′-hydroxyflavonoid biosynthesis (Irmisch et al., 2019), and *MYB12* is known to activate the expression of *CHS*, *CHI*, *F3H*, and *FLS*, playing a critical role in UV-B stress responses (Mehrtens et al., 2005). Nevertheless, due to the lack of an established genetic transformation system in *E. pubescens*, the specific roles of *MYB1* and *MYB12* in nitrogen stress adaptation within this species remain to be further elucidated.

## 5 Conclusion

Through comparative physiological, biochemical, and transcriptomic analyses of *E. pubescens* under nitrogen deficiency, excess nitrogen stress, and moderate nitrogen conditions, this study revealed for the first time the multifaceted effects of extreme nitrogen levels on growth performance and secondary metabolite accumulation in *E. pubescens*. We elucidated the relationship between carbon/nitrogen metabolism and icariin-type flavonoid biosynthesis and identified key genes within their interconnected regulatory networks. Notably, critical candidate genes (e.g., *Ebr04G062950*: *EpF3H*; *Ebr06G044290*: *UGT*) were identified as pivotal regulators of nitrogen-mediated icariin-flavonoid biosynthesis in *E. pubescens* leaves. These findings provide a critical foundation for understanding the nitrogen-dependent regulatory mechanisms governing medicinal plant growth and secondary metabolism. Furthermore, this work offers theoretical guidance for optimizing nitrogen fertilization strategies and breeding nitrogen-efficient cultivars in *E. pubescens* production, with the identified genes serving as valuable genetic resources for future research.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE273547.

# Supplementary material for: Integrative transcriptomic-physiological analysis deciphers nitrogen-mediated carbon reallocation balancing growth and flavonoid metabolism in Epimedium pubescens
**Source:** Front Plant Sci. 2025 May 8;16:1539445. doi: 10.3389/fpls.2025.1539445
**Supplement:** Supplementary file 1

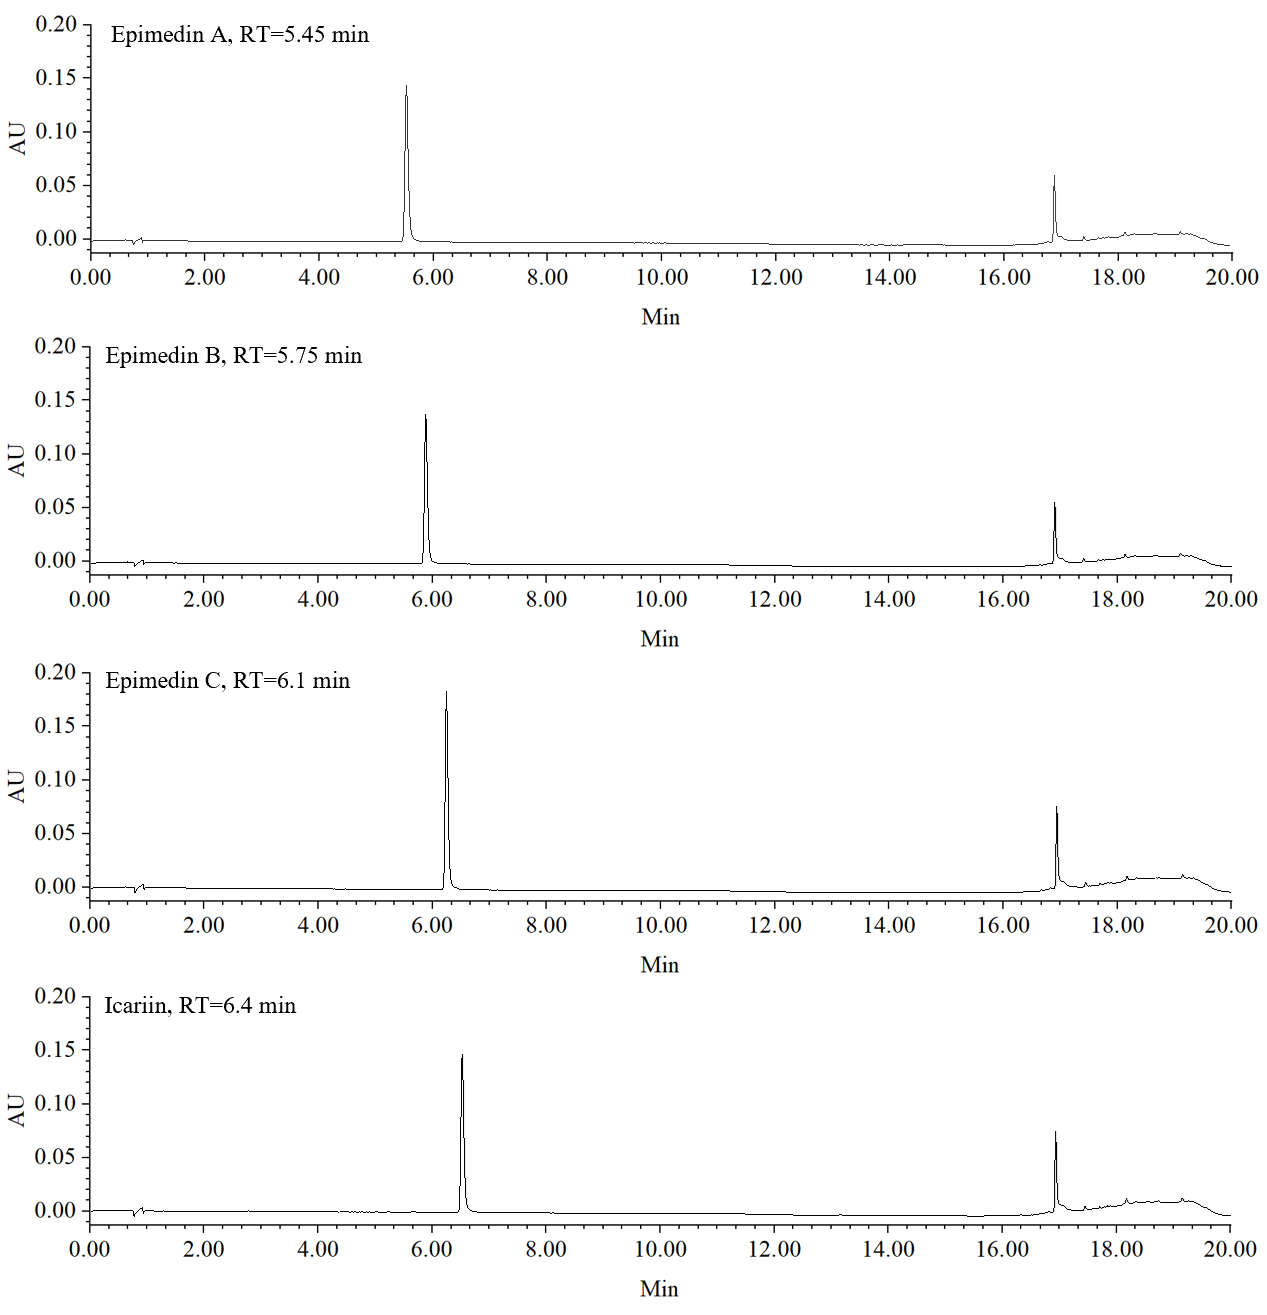

#### Fig.S1 Chromatograms and retention times of Epimedin A, Epimedin B, Epimedin C, and Icariin using Ultra-Performance Liquid Chromatography (UPLC).

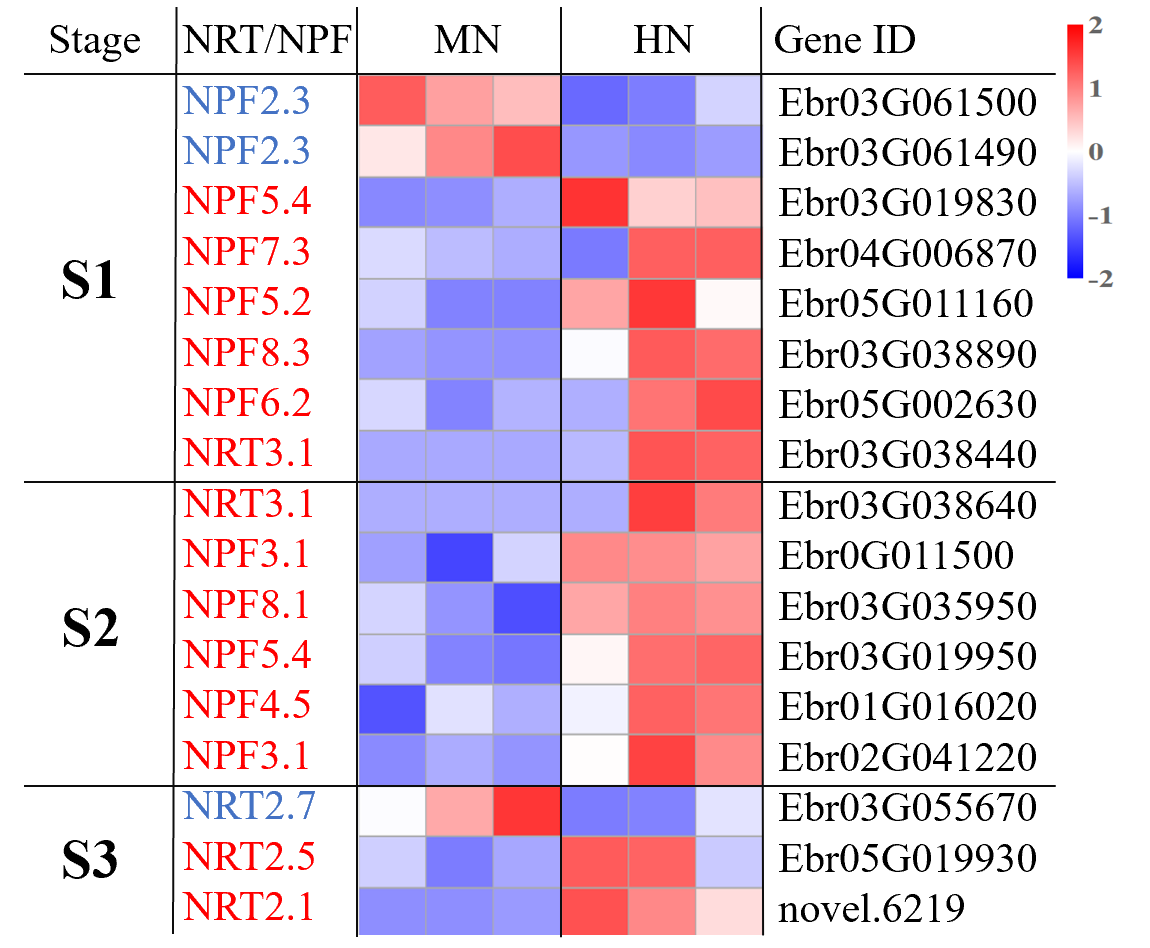

#### Fig.S2 Heatmap showing the expression changes of genes encoding nitrate transporter-related proteins in MN vs HN.

How the deposited data were processed for this re-analysis (not part of the article)

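Leaves of E. pubescens grown under LN, MN and HN (0, 7.5 and 22.5 mM NO3-) were sampled at S1, S2 and S3 (24, 36 and 48 DAT), with 3 libraries per combination and 27 in all. The deposited sample descriptions name a NEBNext Ultra kit for the libraries. According to the methods, the authors sequenced on an Illumina NovaSeq, aligned clean reads to the E. pubescens genome with HISAT2, assembled added genes with StringTie, and tested DEGs with DESeq2 and enrichment with clusterProfiler. The deposited count values were produced by the authors as reads per gene, and the counting tool, its strand setting, the annotation version and the name of the genome build are not given in the sources used here. The deposited FPKM values were made by the authors from those counts; checked over genes with 100 counts or more, they equal the count over gene length times a factor per library. That factor equals the reciprocal of DESeq2's size factor, scaled to the geometric mean of the total counts, to within rounding. Alignment and read filtering are therefore already in the files and were not repeated, and no reference genome was used.

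Group labels were taken from the deposited sample descriptions and never from expression values. Total counts per library ranged from 13609959 to 18482851, and every depth given here refers to counts on genes, not to clean reads. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr at its defaults, quasi-likelihood F test), DESeq2 1.42.0 (Wald test, default independent filtering) and limma 3.58.1. The SE beside an edgeR fold change was taken as the absolute log2 fold change over the square root of F. Tables, permutation tests and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The 9 comparisons were LN vs MN and HN vs MN at each stage, and S3 vs S1 within each treatment, each fitted on its 6 libraries. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change of at least 1. Interactions (LN effect at S3 minus S2 and S3 minus S1, HN effect at S3 minus S1) were fitted on 12 libraries and called at an adjusted p below 0.05 with no fold-change threshold, and MN against the mean of LN and HN was fitted on the 18 libraries of S2 and S3 with both thresholds. All tests were two-sided. Both tools were tested on simulated data, with 200 genes changed 8-fold, at dispersions that edgeR fitted gene by gene and at a small dispersion common to all genes. A first version of the DESeq2 script set the alpha of independent filtering to the calling threshold; it was returned to the default, as planned, after that version had been run on the simulated counts and on LN vs MN S1, and every DESeq2 value given here uses the default.

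Keyword families, 17 in all, were formed from the gene descriptions of the files, without the study's KEGG or GO annotation, and tested with limma's camera at a preset correlation of 0.01 where at least 5 genes were tested, which held for 16 families in each comparison. Genes named in the text follow a rule set before the files were opened: every gene that the paper names by identifier in its text, its Table S2 and the gene labels of Fig. 7B and Fig. S2, every gene listed for LN in Tables S4 and S6, and, for each of the 6 comparisons with MN, the called gene with the smallest p in each direction whose replicates lie all on one side of the other group's. The values of the paper's tables and heat maps had been seen when that rule was written. Correlations of MYB1 and MYB12 with 19 genes each used FPKM of the 9 S3 libraries, exact permutation p and Benjamini-Hochberg adjustment over 38 relations. A group with no count was compared at a floor of 3 counts per library, and such folds are lower bounds. Genes that edgeR's filter had removed were fitted with the filter off where the rule names them.

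The alternatives were DESeq2, RLE normalization, no filter on low counts, 1 fit of all 27 libraries, a replicate block, no fold-change threshold, fry, camera with an estimated correlation, limma on log2(FPKM + 1), pseudocounts of 1 and 0.1 on FPKM, TMM-normalized CPM, and leaving out each library in turn. A count was taken as moved when it differed from its first value by more than 1.5 times. Each 3 against 3 comparison was repeated over its 10 splits, and interactions, shared calls and transcription factor counts over 100 regroupings with a fixed seed. Overlap under shared MN controls was simulated 20 times with edgeR and 8 times with DESeq2. Library relations were described by the coefficient of variation of each pair, by genes that are on (CPM of 2 or more) in some libraries and at 0 in others, and by a score of 100 genes per direction that separate S1 from S2 in MN and HN. WGCNA modules, KEGG and GO enrichment and the metabolite data were not analysed here, since the module membership and pathway annotation of the genes are not given in the sources used here.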

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

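In this part, the tests of plant-set expression and of library size were chosen only after the results were seen, and the regroupings of the libraries were set before the data were examined.

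The LN effect differed between S3 and S2 in 2 genes by edgeR's interaction test, which is a difference between stages under the same contrast. The gene on chromosome 5 from 152931860 to 152943184, without a description, had 127, 103 and 134 counts in the LN S2 replicates and 179, 166 and 171 in MN S3, and 0 in every MN S2 and LN S3 replicate (adjusted p = 0.0045). Ebr04G012710 had 118, 194 and 179 counts in LN S2, 0 in every MN S2 replicate, 41, 11 and 31 in LN S3 and 51, 37 and 48 in MN S3 (adjusted p = 0.028). Both genes were chosen after their values were seen. Of 100 regroupings of the 12 libraries, 4 gave as many genes. The regroupings exchange labels over stages as well as treatments, so they do not isolate a change of the LN effect and cannot exclude chance for it. The close pairs LN S2 replicates A and B and MN S2 replicates B and C also put in doubt that the libraries are independent. With the replicate block edgeR called 0 genes for both contrasts. The LN effect also differed between S3 and S1 in 2 genes, and there 5 of 100 regroupings gave as many, so chance cannot be excluded. These were a gene on chromosome 3 from 198151362 to 198193365 with a LINE-1 ORF2 match (0 counts in every LN S1 replicate, 41, 59 and 80 in MN S1, 148, 90 and 227 in LN S3 and 137, 79 and 67 in MN S3) and a gene on chromosome 6 from 41840602 to 41845330 (92, 120 and 46 in LN S1, 144, 133 and 323 in MN S3, 0 in every MN S1 and LN S3 replicate), both at an adjusted p of 0.0491. The count of 2 between S3 and S2 became 0 without LN S2 replicates A or C or MN S3 replicates B or C, 1 without LN S2 replicate B or MN S2 replicates B or C, 7 without LN S3 replicate A and 27 without MN S2 replicate A. Between S3 and S1 it became 0 without LN S1 replicate A, LN S3 replicates A or C, MN S1 replicates B or C or MN S3 replicates B or C, 1 without LN S3 replicate B, 6 without LN S1 replicate C and 7 without MN S1 replicate A.

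Library size argues against itself as the source of these differences, since the highest total count was 1.36 times the lowest, far less than the difference between 41 or more counts and 0 that each of the 4 genes has between LN and MN at a stage of its contrast. For these 4 genes, replicates of 1 group differed over 10-fold in 8 of 20 combinations of gene and group outside the comparison (40%), against 8.25% for all genes of that level. A candidate explanation is therefore that the state of these genes is set by the plant from which a library was made and not by nitrogen, and an effect of nitrogen that changes with stage stays open. Reads shared between copies of repeated sequences, such as LINE-1, were not tested.

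Genes that the paper does not discuss carried a signal beyond the MN controls in LN or HN, as called by edgeR. The gene on chromosome 1 from 210050004 to 210112164, with a furostanol glycoside 26-O-beta-glucosidase match, had a log2 fold change of 10.42 for LN vs MN at S1 (541, 634 and 846 counts against 0, 0 and 1) and 10.26 for HN vs MN (adjusted p = 0.0118). Ebr02G057750, an aquaporin match, had 7.12 for HN vs MN at S1. The gene on chromosome 6 from 384405554 to 384414698, with a zinc finger BED domain match, was at least 319-fold lower under HN at S1, against a floor of 3 counts per library. Ebr05G017680 had 8.14 for HN vs MN at S2. edgeR called the chromosome 1 gene for LN at S1 no longer without LN S1 replicates A or B or MN S1 replicates B or C, the other 2 S1 genes no longer without any 1 of the MN S1 replicates, and Ebr05G017680 no longer without any single library other than MN S2 replicate A.

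Outside these comparisons, replicates of 1 group differed over 10-fold in 16 of 28 combinations of these 4 genes and groups (57.1%), against 5.35% for all genes of that level. The chromosome 1 gene had 2, 287 and 977 counts in the LN S3 replicates and 0, 10 and 333 in HN S3. Ebr05G017680 had 741, 4 and 0 counts in HN S1 and 0, 406 and 1 in MN S3, and the chromosome 6 gene 633, 54 and 0 in MN S3. The difference in library size, at most 1.36-fold between any 2 of the 27 libraries, is too small for the counts of these genes. Expression set by the plant and not by nitrogen is a candidate explanation that these counts leave in place, and an effect of LN or HN on these genes also stays open. With 1 gene called under both treatments at S1, 1 of 100 regroupings of the 9 libraries shared as many, the real one included, so chance can be excluded for that overlap if the libraries are independent, which the close pairs of replicates put in doubt. The MN libraries are common to both comparisons, so their state alone can produce it.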

How the results depend on the processing

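The alternatives were set before the data were examined, except leaving out libraries under DESeq2 and the circadian family without tRNA CCA-adding enzyme genes, which were chosen only after the results were seen, as were the splits of 6 libraries. Apart from the settings whose construction shows it (fewer libraries, other genes tested), the cause was not tested.

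DESeq2 moved every count of DEGs. For LN vs MN it called 758 genes at S1, 1095 at S2 and 213 at S3, for HN vs MN 974, 1764 and 2215, and for S3 vs S1 619 within LN, 2609 within HN and 749 within MN. It gave 465 genes for the LN effect at S3 minus S2, 298 for LN at S3 minus S1, 855 for HN at S3 minus S1 and 1046 for MN apart from LN and HN. DEGs shared by LN and HN numbered 232, 421 and 79 at S1, S2 and S3, and transcription factors among S3 DEGs 87. Calls among the genes that the paper names were 74 of 105 combinations of gene and comparison, against 0 by edgeR. Without the filter on low counts, edgeR called 45, 19 and 0 genes for LN vs MN, 123, 50 and 36 for HN vs MN, 783 for S3 vs S1 within HN, 15 within MN, 4 for LN at S3 minus S1, 19 for HN at S3 minus S1 and 3 among the named genes. A fit of all 27 libraries gave 1, 41 and 0 for LN vs MN, 55, 67 and 79 for HN vs MN, 2 for S3 vs S1 within LN, 14 within MN, 31 for LN at S3 minus S2, 24 for HN at S3 minus S1, 27 for DEGs shared at S2 and 3 among the named genes. RLE normalization and leaving out the fold-change threshold kept every count of DEGs within 1.5 times.

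With the replicate block, edgeR called 0 genes for LN vs MN at S1, HN vs MN at S1 and HN vs MN at S2, 17 for S3 vs S1 within HN, and 0 for the LN effect at S3 minus S2 and at S3 minus S1. Deviations from the group means correlated above 0.1 in 20 of 108 pairs of libraries with one letter (mean 0.0239) and in 18 of 216 pairs with different letters (mean -0.0118), and since most pairs of one letter lay lower, the letters were not taken to pair the samples. Family directions that reversed under the replicate block were antenna for LN vs MN at S3 (adjusted p = 0.953) and PAL for HN vs MN at S3 (0.93). Family tests that camera did not call without the block and called with it were cell wall loosening for LN vs MN at S3 (adjusted p = 0.0121) and for S3 vs S1 within MN (0.0343), anthocyanin for LN vs MN at S3 (0.00104) and PAL for S3 vs S1 within LN (0.00568).

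Leaving out 1 library at a time, edgeR called 0 to 20 genes for LN vs MN at S1, 0 to 127 at S2 and 0 at S3, 0 to 434 for HN vs MN at S1, 0 to 640 at S2 and 0 to 289 at S3, and 2 to 1582 for S3 vs S1 within HN. Within LN and MN that count stayed at 0. DESeq2 called 407 to 1412, 657 to 2593 and 166 to 568 genes for LN vs MN, 468 to 2191, 863 to 2888 and 638 to 4179 for HN vs MN, and 398 to 1310 within LN, 1088 to 4202 within HN and 340 to 1470 within MN. The LN effect at S3 minus S2 had 0 to 27 genes, at S3 minus S1 0 to 7, the HN effect 0 to 162, and MN apart from LN and HN 12 to 271. DEGs shared at S1 numbered 0 to 1 and at S2 0 to 58, and transcription factors 0 to 12 by edgeR and 23 to 179 by DESeq2. Calls among the named genes were 0 to 3, and correlations of MYB1 and MYB12 past the threshold 0 to 1 by Pearson and 0 to 14 by Spearman.

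Of the 28 family tests that camera called, 0 held with fry and 0 with an estimated correlation. Without the filter on low counts, cell wall loosening for LN vs MN at S2 (adjusted p = 0.972), GST for HN vs MN at S3 (0.855) and cutin and wax for S3 vs S1 within HN (0.969) reversed in direction. With 1 library left out, the following were among those that changed direction at least once, with these ranges of adjusted p: flavonoid structural for LN vs MN (0.161 to 0.993) and HN vs MN at S2 (0.241 to 0.875), carbon fixation for LN vs MN at S3 (0.768 to 0.911), GST for HN vs MN at S1 (0.366 to 0.983) and S3 (0.647 to 0.988), PAL for HN vs MN at S3 (0.187 to 0.99), aminoacyl-tRNA for LN vs MN at S3 (0.386 to 0.761), antenna for LN vs MN at S3 (3.17e-10 to 0.804) and HN vs MN at S3 (0.109 to 0.924), cell wall loosening for HN vs MN at S1 (0.363 to 0.978) and LN vs MN at S2 (0.0116 to 0.988) and S3 (0.00104 to 0.725), chlorophyll synthesis for LN vs MN at S3 (0.185 to 0.996), and cutin and wax for S3 vs S1 within HN (0.117 to 0.896). Of 378 values with 1 library left out, from part of the 144 family tests, 304 stayed on their side of the threshold and in their direction, 34 fell short of it, 21 passed it and 19 reversed.

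Single genes changed sign in EpOMT14 (Ebr03G012150) for HN vs MN, from -0.32 to 1.84, EpUGT6_A (Ebr06G043650) for LN vs MN, from -0.37 to 0.76, and EpUGT2_A (Ebr01G013210) for LN vs MN, from -1.62 to 2.67. Of 602 gene values with 1 library left out, 571 kept direction and side of the threshold, and all 102 did with limma on log2(FPKM + 1). Correlations past the threshold rose from 0 to 18 on log2(FPKM + 1) and to 15 on log2(FPKM + 0.1). Ratios of the RT-qPCR genes stayed within 1 SD for 30 of 30 with TMM-normalized CPM and for 254 of 270 with 1 library left out, and 19 of 30 moved further on log2(FPKM + 1). That SD leaves out the spread of the replicates behind the highest mean.

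Splits of the 6 libraries of a comparison cannot exclude chance, since 1 of 10 is the smallest share. For edgeR's count of DEGs, 1, 10 and 10 of 10 splits were as large for LN vs MN at S1, S2 and S3. The splits were 1, 1 and 10 for HN vs MN, and 10, 1 and 10 for S3 vs S1 within LN, HN and MN. Each 10 here belongs to a count of 0, which any split equals. For DESeq2's count they were 2, 1 and 6, then 1, 1 and 1, then 2, 1 and 1. For the number of families with camera p below 0.05 they were 10, 9 and 7, then 10, 2 and 9, then 3, 7 and 6. The antenna p at S2 was matched in 1 of 10 splits for LN and 1 for HN, and the flavonoid structural p at S3 in 2 for LN and 3 for HN. Over 100 regroupings, 2 gave a count as large for MN apart from LN and HN. These exchange labels over stages as well as treatments, so they do not isolate a difference between treatments and cannot exclude chance for it. Close pairs of replicates also put the independence of the libraries in doubt. For the HN effect at S3 minus S1, the DEGs shared at S2 and S3 and the transcription factors among S3 DEGs, edgeR's counts are 0. All 100 regroupings are then as large by construction, so the regroupings cannot decide on chance there. At these depths and at edgeR's fitted dispersions, edgeR recovered 108 of 200 genes changed 8-fold in counts simulated for LN vs MN at S1 and 76 of 200 for HN vs MN at S3, and DESeq2 164 and 151.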

Differences from the paper's values

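The alternatives in this part were set before the data were examined, and none was chosen after a result was seen.

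The paper's DEG counts for LN vs MN are 391 up and 367 down at S1, 633 and 465 at S2, and 84 and 129 at S3, where edgeR gave 2 and 0, 0 and 0, and 0 and 0. For HN vs MN the paper's counts are 490 and 479 at S1, 1029 and 765 at S2, and 1374 and 845 at S3, where edgeR gave 11 and 13, 1 and 3, and 0 and 0. DESeq2, which the paper's methods name, reached the paper's counts within 1.5 times in all 12, with 391 and 367, 630 and 465, 84 and 129, 491 and 483, 1014 and 750, and 1372 and 843. By edgeR, no count came within 1.5 times of the paper's with RLE normalization, no filter on low counts or all 27 libraries in one fit. None did by edgeR with a replicate block, no fold-change threshold or 1 library left out.

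The paper's text gives a rise in HN DEGs of 85% from S1 to S3 and 25% from S2 to S3, while the counts it gives rise by 129% and 23.7%, where edgeR gave a change of -100% for both. DESeq2 gave 127% and 25.6%, both within 1.5 times of the text's and close to those of the paper's counts, and all 27 libraries in one fit gave 43.6% from S1 to S3, which differs, and 17.9% from S2 to S3, which does not. No filter on low counts (-70.7% and -28%), RLE normalization and no fold-change threshold (-100% each) all differ. So do the fits with 1 S3 library left out, at 742% and 4950% without HN S3 replicate C and 1104% and 7125% without MN S3 replicate B, and -100% without the others. The paper's number of transcription factors among the S3 DEGs is 88, where edgeR gave 0 and DESeq2 gave 87. By edgeR, the replicate block (0) and leaving out 1 library (0 to 12) did not reach the paper's number. The paper's 1244447328 clean reads and the 418531418 counts on genes are different measures, a count before alignment and one after.

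The correlations of MYB1 and MYB12 with Ebr06G044290 and Ebr06G045440 lie above the paper's lower bound on FPKM. The relative expression of the 10 RT-qPCR genes matches Fig. 10 on the linear FPKM scale, while its legend says that FPKM was log2-transformed.

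The paper places anthocyanin biosynthesis among the pathways of genes that rise from S1 to S3 under LN, whereas 7 of 7 genes of the keyword family fell, with a median log2 fold change of -2.23 (camera adjusted p = 2.8e-05, and 0.169 without the filter on low counts). It places cutin, suberine and wax biosynthesis among those that rise from S1 to S3 under HN, whereas 19 of 35 genes of the keyword family were lower and camera did not call it (adjusted p = 0.764). Keyword families are not the study's pathways, and their members differ from them. The flavonoid structural family fell from S1 to S3 in both treatments, as the paper states, in 19 of 25 genes under LN and 22 of 25 under HN. For PAL at S3 the paper reports reduced expression under both treatments, and 6 of 7 genes were lower under LN, but 5 of 7 were higher under HN, although EpPAL2 and EpPAL3, the genes of Fig. 7B, fell under HN by log2 fold changes of -2.68 and -3.22. Of the 14 genes of Fig. 7B, 11 were lower in each comparison, EpPT5 being higher under LN (1.09), and 2 of the 3 higher under HN were called by DESeq2. The paper's Fig. S2 lists NRT3.1 (Ebr03G038640) as higher under HN at S2, where it was lower (-0.91), while 5 of the 6 genes listed there were higher. The paper's text places the strongest rise of the starch pathway under LN at S3 in 1 place and at S2 in another, and for the beta-amylase family the median was 0.33 at S3 and -0.02 at S2. For HN the paper gives a fall of that pathway from S1 to S3 with the strongest at S1, and later a rise at S3, and the beta-amylase medians were -0.23 at S1, -0.09 at S2 and -0.46 at S3, none called by camera. The paper gives porphyrin genes of its Table S6 as lower under LN at S3, where 3 of 3 were lower but DESeq2 called 0 and edgeR 0, with a smallest edgeR adjusted p of 0.968.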

Other observations

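Of the tests in this part, those of the close pairs, the swapped libraries, the time of day and the splits of 6 libraries were chosen only after the result was seen. The estimated correlation was among the alternatives set beforehand, and its use here to explain camera's calls was chosen after the result was seen.

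In 7 of the 9 groups, 2 of the 3 replicates were closer to each other than any 2 libraries of different groups. 1 library sequenced or deposited 2 times is argued against, since the counts of the closest pair still differed by a mean squared deviation of 8.94 times sampling noise, where 2 runs of 1 library would give about 1 time. Over 152 genes that are on in some libraries and at 0 in others, close pairs matched in a median of 90.5% of genes, the other pairs of replicates in 69.8%, and pairs of different treatments in at most 83.3%. Material from the same plant or clone in each close pair is therefore a candidate explanation, and the sources used here do not give the plants behind each library. If it holds, the number of independent plants may be below 3 in those groups. Batches of library preparation or sequencing are not given in the sources used here, so they stay open and untested.

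LN S1 replicate C matched LN S2 replicate B in 100% and LN S2 replicate A in 84.5% of these genes, and LN S1 replicates A and B in 61.6% and 61.7%. These matches do not argue against a swap with LN S2 replicate C, which matched LN S1 replicates A and B in 66.7% and 68.4% and LN S2 replicates A and B in 63.8% and 60.3% of the genes. A wrong stage label of LN S1 replicate C is argued against by its score over genes that separate S1 from S2 in MN and HN, which was -1.35, between LN S1 replicates A (-1.90) and B (-0.67) and below the LN S2 libraries (-0.28 to 1.38). The score also argues against that swap, which would place LN S1 replicate C with LN S2 replicates A (0.84) and B (1.38), and LN S2 replicate C (-0.28) with LN S1 replicates A and B, both of which it exceeded. Plants of 1 clone sampled at S1 and S2 remain a candidate explanation, and 12 of 81 pairs of 1 treatment and different stages matched above every pair of different treatments. No biological explanation by nitrogen was tested for this pattern.

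Camera called 28 family tests at its preset correlation, and 0 with the correlation estimated from the libraries. Members of a family varying together between replicates beyond the preset correlation are a candidate explanation of those calls, in line with that test. An effect of nitrogen or stage on the families stays open, since the tests with an estimated correlation were not tried on families of known change.

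Antenna genes were lower at S2 under both LN and HN, and different times of day of sampling could give such a change. A clock score of morning against evening genes did not separate HN S2 from MN S2 (exact permutation p = 0.8) or LN S2 from MN S2 (exact permutation p = 0.6), where the smallest p that the design allows is 0.1. A difference in time of day and an effect of nitrogen cannot be told apart here, because 3 libraries against 3 are too few to exclude a small shift in clock genes. Both comparisons use the same MN S2 libraries, so the 2 results are not independent.

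Whether calls made with no difference between the groups account for DESeq2's counts at S3 stays open. Simulated unchanged groups with the dispersion of these libraries gave at most 130 calls for LN and 141 for HN, below the 213 and 2215 observed. The simulation takes libraries as independent and its dispersion as known, so it excludes nothing. In the splits of the 6 libraries, the real one included, 6 of 10 called as many genes for LN, up to 493 in a group that mixed LN and MN libraries, and 1 of 10 for HN, where the mixed groups gave at most 621. With 10 splits chance cannot be excluded for either count. Of the 41 family tests with an unadjusted camera p under 0.05, 28 passed the adjusted threshold. Antenna genes rose from S1 to S3 under MN in 32 of 49 (median log2 fold change 0.50, camera adjusted p = 0.00158), a call lost without MN S1 replicate C (0.141).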
